# Resveratrol Alleviates Skeletal Muscle Insulin Resistance by Downregulating Long Noncoding RNA

**DOI:** 10.1155/2022/2539519

**Published:** 2022-01-19

**Authors:** Zhihong Liu, Zhimei Zhang, Guangyao Song, Xing Wang, Hanying Xing, Chao Wang

## Abstract

Long noncoding RNA (lncRNA) is a crucial factor in the progression of insulin resistance (IR). Resveratrol (RSV) exhibits promising therapeutic potential for IR. However, there are few studies on whether RSV improves IR through lncRNA. This study aimed to determine whether RSV could influence the expression of lncRNA and to elucidate the underlying mechanism. Mice were divided into three groups: control group, high-fat diet (HFD) group, and HFD + RSV group. We conducted a high-throughput sequencing analysis to detect lncRNA and mRNA expression signatures and the ceRNA-network in the skeletal muscles of mice that were fed an HFD to induce IR. Hierarchical clustering, gene enrichment, and gene ceRNA-network analyses were subsequently conducted. Differentially expressed lncRNAs were selected and validated via reverse transcription-quantitative polymerase chain reaction (RT-qPCR). The biological functions of the selected lncRNAs were investigated by silencing the target genes via lentivirus transfection of C2C12 mouse myotube cells. RSV treatment reversed the expression of 338 mRNAs and 629 lncRNAs in the skeletal muscles of mice with HFD-induced IR. The results of the Gene Ontology and Kyoto Encyclopedia of Genes and Genomes database analyses indicated that the differentially expressed mRNAs modulated type II diabetes mellitus. After validating randomly selected lncRNAs via RT-qPCR, we identified a novel lncRNA, NONMMUT044897.2, which was upregulated in the HFD group and reversed with RSV treatment. Additionally, NONMMUT044897.2 was proven to function as a ceRNA of microRNA- (miR-) 7051-5p. Suppressor of Cytokine Signaling 1 (SOCS1) was confirmed as a target of miR-7051-5p. We further performed lentivirus transfection to knock down NONMMUT044897.2 *in vitro* and found that NONMMUT044897.2 silenced SOCS1 and potentiated the insulin signaling pathway. Hence, RSV mimicked the silencing effect of lentivirus transfection on NONMMUT044897.2. Our study revealed that RSV reduced IR in mouse skeletal muscles via the regulation of NONMMUT044897.2.

## 1. Introduction

Type 2 diabetes mellitus (T2DM) accounts for 90% of diabetes worldwide, and insulin resistance (IR) is a primary determinant of T2DM since it reduces glucose uptake and utilization [1]. Skeletal muscles play a significant role in the etiology of IR [2]. Phosphatidylinositol-3-kinase (PI3K)/protein kinase B (AKT) is the most important signaling pathway of insulin in glucose metabolism [3]. Activated AKT can promote phosphorylated GSK3*β*, inhibiting its activity to improve IR [4]. In recent years, researchers found that the Suppressor of Cytokine Signaling 1 (SOCS1) is an important negative regulator of the PI3K/AKT pathway [5, 6]. Overexpression of SOCS1 in the liver was found to reduce insulin sensitivity by downregulating the level of tyrosine phosphorylation of insulin receptor substrate in IR mice [5]. SOCS1 primarily inhibits the catalytic binding of insulin receptors to insulin receptor substrates to induce IR [6].

Resveratrol (3,5,4-trihydroxystilbene; RSV) is a natural polyphenol that is enriched in more than 70 kinds of plants [7]. Accumulating evidence has indicated that RSV has diverse biological activities [8, 9]. It functions as an antioxidant, antiaging, anti-inflammatory, hypoglycemic, and anti-IR agent [10, 11]. Several studies have reported that RSV possesses a significant anti-IR activity in skeletal muscles [12–14]. Our earlier research has also proven that skeletal muscle IR that is caused by an HFD may be alleviated with RSV treatment [14]. RSV increases the expression of microencapsulated protein 3 (CAV-3), thereby allowing skeletal muscle cells to carry glucose when the protein GLUT4 activates the transfer from the cytoplasm to the cell membrane, which in turn increases the ability of myocytes to transport glucose and improve IR [15]. Meanwhile, RSV attenuates insulin-stimulated AKT phosphorylation by eliminating insulin-induced ROS production in skeletal muscles [16].

Long noncoding RNAs (lncRNAs), a class of RNA molecules that are more than 200 nucleotides (nt) in length, have little or no protein-coding capacity [17]. Research has shown that lncRNAs widely participate in various developmental and physiological processes [18, 19]. In addition, they are strongly correlated with the development and progression of diseases, including coronary artery diseases [20], cancers [21], and metabolic diseases [22, 23]. Recently, lncRNAs have been confirmed to inhibit miRNA activity, increase miRNA target genes, and act as competitive endogenous RNAs (ceRNA) of miRNAs [24]. Further, the effect of lncRNAs in IR has been the focus of several studies [25, 26]. Previous studies [27, 28] by our group have demonstrated that RSV can improve hepatic IR by regulating lncRNA NONMMUT058999.2 and NONMMUT008655.2 in mouse models. However, the effect of RSV on IR through the regulation of the expression of lncRNAs in skeletal muscle remains unclear. In this study, we aimed to establish *in vivo* and *in vitro* IR models in skeletal muscles, which are a different tissue than those used in previous studies, to explore whether RSV can improve skeletal muscle IR by regulating lncRNAs.

## 2. Materials and Methods

### 2.1. Animal Experiments

We equally divided 42 healthy 6-week-old C57BL/6J background mice into three groups (*n* = 14 in each group): the control group, the HFD group, and the HFD + RSV group. The mice weighing around 22 g were purchased from the Beijing Viton Lihua Experimental Center (China) and sustained on a standard 12 h light-dark cycle, at 20–25°C and at 40–60% humidity. HFD mice were fed D12492J (20% protein, 20% carbohydrate, and 60% fat) for 8 weeks. The feed was purchased from Beijing Huafukang Biotechnology Co., Ltd. HFD + RSV mice were intragastrically fed 100 mg/kg/day RSV solution for 6 weeks following the methods outlined in our previous study [27]. Dissolved RSV (Sigma Aldrich, St. Louis, MO, USA) with dimethyl sulfolane (Sigma Aldrich; 30 mg mL^−1^) was diluted with 0.9% NaCl in a ratio of 1 : 2. The control group was fed D12450J (20% protein, 70% carbohydrate, and 10% fat). Weight and food intake were measured weekly during feeding. After the feeding experiment, all mice fasting for 12 h were intraperitoneally injected with 50% glucose (1.5 g kg^−1^ bodyweight) to conduct the glucose tolerance tests (intraperitoneal glucose tolerance test). Blood glucose was detected on the tail vein with a glucose meter at 0, 15, 30, 60, and 120 min after injection. The IR model was validated by determining the area under the curve in accordance with the protocol presented in our previously published study [29]. Animal studies (2019E369) were approved by the ethics committee of the Hebei General Hospital, and all animal experimental procedures complied with the National Institutes of Health guide for the care and use of laboratory animals.

### 2.2. Serum and Tissue Samples

Six mice in each group were randomly selected and intraperitoneally injected with 1.5 U/40 g of insulin (Sigma Aldrich). All mice in three groups were anesthetized by intraperitoneal injection of 2% sodium pentobarbital after 20 min. Blood samples were gathered via cardiac puncture and centrifuged at 3000 × *g* at 4°C for 10 min. The serum was then stored at −80°C for serological indicators. Collected skeletal muscles were withdrawn quickly and stored in liquid nitrogen for the follow-up study.

### 2.3. Serological Indicators

Detection kits for total cholesterol, triglyceride, high-density lipoprotein cholesterol, low-density lipoprotein cholesterol, and free fatty acids were acquired from Nanjing Jiancheng Institute of Biological Engineering (Jiangsu, China). Serum insulin was obtained using an ELISA kit (ALPCO Diagnostics, Salem, NH, USA). The manufacturer's protocol was followed in all the aforementioned procedures involving the detection kits.

### 2.4. Western Blot

The same amount of protein with different groups was separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis, transferred to polyvinylidene fluoride (PVDF) membrane (cat. no. ISEQ00010; Merk Millipore, Billerica, MA, USA), and sealed with 5% skimmed milk for 2 h. The primary antibodies were diluted in the blocking solution at the following concentrations: *β*-actin (cat. no. 4970; Cell Signaling Technology, Danvers, MA, USA): rabbit antibody, 1 : 5000; GAPDH (cat. no. 10494-1-AP; Proteintech Group, Inc. 5400 Pearl Street, Suite 300 Rosemont, IL 60018, USA): rabbit antibody, 1 : 10000; AKT (cat. no. 9272; Cell Signaling Technology): rabbit antibody, 1 : 1000; p-AKT (Ser 473) (cat. no. 9271; Cell Signaling Technology): rabbit antibody, 1 : 750; GSK3*β* (cat. no. 12456; Cell Signaling Technology): rabbit antibody, 1 : 750; p-GSK3*β* (cat. no. 5558; Cell Signaling Technology): rabbit antibody, 1 : 750; GLUT4 (cat. no. 2213; Cell Signaling Technology): mouse antibody, 1 : 5000; SOCS1 (cat. no. 3950; Cell Signaling Technology): rabbit antibody, 1 : 5000. PVDF membranes and primary antibodies were incubated at 4°C for 24 h. The membrane was then treated with secondary antibodies, stored at 30°C for about 50 min and washed three times for 10 min each time. The washed membrane was fully immersed in the iPer ECL Western HRP Substrate (cat. no. MF074-01; Mei5, Beijing, China) for about 2 min and exposed using the Gel Imager System (GDS8000; UVP, California, USA) to obtain the image of the target band. Protein bands were calculated by densitometry using the ImageJ software and were normalized to *β*-actin or GAPDH levels.

### 2.5. Reverse Transcription-Quantitative Polymerase Chain Reaction (RT-qPCR)

Total RNA was extracted using the Trizol reagent (TIANGEN, Beijing, China) from mouse skeletal muscle tissues and was reverse-transcribed into cDNA using HiScript II Q RT SuperMix for qPCR. RNA was tested for purity and concentration using NanoDrop 2000 (Thermo Fisher Scientific, Wilmington, DE, USA). Amplification was performed using the SYBr® Premix ex Taq II kit (RR820A; Takara Bio, Tokyo, Japan). The Applied Biosystems 7500 real-time PCR system was used to perform RT-qPCR, with a total of 41 cycles, including 3 minutes of predenaturation at 95°C, 5 seconds at 95°C, and 32 seconds at 60°C. The melting point curve was established at 60–95°C. *β*-Actin and U6 were considered as internal reference controls for genes. The relative gene expression was quantified by the 2^−(ΔΔCt)^ method [30]. The specific primers involved in this research are listed in Table 1.

### 2.6. cDNA Library Construction and RNA Sequencing

Total RNA was extracted using the RNeasy mini kit (Qiagen, Hilden, Germany) from skeletal muscle samples of four mice in each group. The TruSeq™ RNA Sample Preparation Kit (Illumina, San Diego, CA, USA) was used to make paired-end libraries following the manufacturer's instructions. Ribosomal RNA was removed using the Ribo-Zero rRNA Removal Kit (Epicentre, Madison, Wisconsin, USA), and then the mRNA was fragmented into small pieces with divalent cations. First chain cDNA was synthesized using reverse transcriptase and random primers, and second chain cDNA was generated by DNA Polymerase I and RNase H. Base “A” was added at the end of the cDNAs. Purified products were PCR-amplified to create the final cDNA library. Insert sizes were confirmed using a Qubit® 2.0 Fluorometer (Life Technologies, Carlsbad, CA, USA), and mole concentrations were calculated. Clusters were created using cBot and then sequenced on the Illumina NovaSeq 6000 (Illumina) by Sinotech Genomics Co., Ltd. (Shanghai, China). Each gene fragment was counted using the Stringtie software (version: 1.3.0; Johns Hopkins University, Baltimore, MD, USA) contrast and then normalized using the TMM (trimmed mean of M values) algorithm. The Fragments Per Kilobase Million value of each gene was then calculated. The high-throughput sequencing results were uploaded to the gene expression omnibus database (accession no. GSE178415).

## 3. Analysis of Differentially Expressed lncRNA and mRNA

The differential expression of skeletal muscle in the three groups was analyzed based on the “edge” package in R. The threshold of the *P*-value was confirmed by controlling the False Discovery Rate. The screening criteria for differential expression of mRNAs and lncRNAs were *P* < 0.05 and absolute value of log2FC >1.0.

### 3.1. Functional Group Analysis

The Gene Ontology (GO) and the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways determined the potential role of the lncRNAs that were coexpressed with the differentially expressed mRNAs. The GO analysis was conducted to establish significant annotations of genes and gene products in diversified organisms using the DAVID database (https://david.abcc.ncifcrf.gov). In addition, the KEGG pathway analysis was used to identify differentially expressed mRNAs in enriched pathways. *P* < 0.05 was identified as the threshold of significance.

### 3.2. Construction of a ceRNA Regulatory Network

Cytoscape (version 3.8.2) is a network visualization software with multiple applications for network analysis. It can be downloaded for free from https://www.cytoscape.org/.

### 3.3. C2C12 Cell Culture and Treatments

C2C12 mouse myotube cells were maintained in Dulbecco's modified Eagle medium (Gibco, Waltham, MA, USA) at a density of 5 × 10^4^ cells/cm^2^ containing 10% fetal bovine serum (San Diego, California, USA) and 1% penicillin/streptomycin (Wisent, Nanjing, China) at 37°C with 5% CO_2_. Cell differentiation was induced by incubation in Dulbecco's modified Eagle medium containing 2% fetal bovine serum for 4 days after reaching 80% confluence. Differentiated C2C12 cells at a density of 1 × 10^4^ cells/cm^2^ were incubated for 24 h with 0.25 mM palmitate (PA) (Aladdin Industries, China) [31]. At 0, 8, 16, and 24 h after the intervention of PA, the glucose concentration in the culture medium was measured by the glucose oxidase assay to determine whether IR in mice was established. Subcultured C2C12 cells were digested to prepare a cell suspension and subcultured to a 96-well culture plate. When the cells grew to about 80% confluence, RSV at concentrations of 100 *μ*M, 50 *μ*M, and 30 *μ*M was added to the medium. After 24 h, 10 *μ*L of CCK-8 was added to each well, which was protected against light. They were cultured for 20 min, and their absorbance was measured at 450 nm. The cell survival rate was then calculated. C2C12 cells (5 × 10^5^ cells/cm^2^) in the logarithmic growth phase were subcultured in a 6-well plate and transfected with lentivirus. Synthesized constructs included LV3-NC (5′ to 3′ TTCTCCGAACGTGTCACGT) and LV3-NONMMUT044897.2 (5′ to 3′ GCTCTTTCAGATAAGCCTTGT), which were obtained from GenePharma Co., Ltd. China. Stable cell lines were obtained after puromycin (2 *μ*g mL^−1^) selection for the PA-induced IR model and drug intervention experiments. The plated cells were grouped: the control group (CON), the PA group (PA), the PA + shRNA-NONMMUT044897.2 negative control group (PA + shRNA-NC), the PA + shRNA-NONMMUT044897.2 knockdown group (PA + shRNA-NONMMUT044897.2), and the PA + RSV 30 *μ*M group (PA + RSV). After the IR model was established, the glucose concentration was measured for 24 h, while the NONMMUT044897.2 and miR7051-5p mRNA levels were measured via RT-qPCR. The cells at a density of 5 × 10^5^ cells/cm^2^ were stimulated with 100 nM insulin, while the protein was extracted 20 min after insulin stimulation for the western blot analyses, and cells were extracted using the Trizol reagent (TIANGEN, Beijing, China).

### 3.4. Statistical Analyses

SPSS v23.0 was used for data analysis. The results are presented as a mean ± SD. Two-sample comparisons were analyzed using an independent sample *t*-test (Student's *t*-test). One-way ANOVA was used for statistical analysis followed by Bonferroni's multiple comparison test or Tamhane's multiple comparison test. *P* < 0.05 was regarded as statistically significant.

## 4. Results

### 4.1. RSV Ameliorates Body Weight, IR, and Lipid Levels in HFD-Fed Mice

After 6 weeks of RSV administration, body weight, fasting blood glucose, and insulin levels of the HFD + RSV group were greatly reduced compared with those of the HFD group (Table 2), although the daily caloric intake of the two groups was similar. The quantitative insulin sensitivity index of the HFD group was reduced compared with the indices of the CON and HFD + RSV groups (Table 2). RSV treatment reduced the upregulation of triglyceride, low-density lipoprotein cholesterol, and free fatty acids in the HFD group, while the total cholesterol was decreased but had no significance (Table 2). There was no difference in the high-density lipoprotein cholesterol of the mice (Table 2).

### 4.2. RSV Treatment Decreased SOCS1 and Increased the Phosphorylation of AKT and GSK3*β* in the HFD Group

Between the control, HFD, and HFD + RSV groups, no differences were found in the protein levels of AKT and GSK3*β* (Figures 1(a), 1(b), and 1(d)). The HFD group showed dramatic repression of p-AKT and p-GSK3*β* protein levels compared with those in the control group, while the RSV group showed a marked increase in p-AKT and p-GSK3*β* protein expression (Figures 1(a), 1(c), and 1(e)). Moreover, SOCS1 expression was abnormally elevated in the HFD group but decreased following RSV treatment (Figures 1(a) and 1(f)). These results suggest that RSV improves the expression of genes on the insulin signaling pathway.

### 4.3. RSV Systematically Modulates Skeletal Muscle Gene Expression

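RNA from the skeletal muscles of 4 mice in each of the control, HFD, and HFD + RSV groups was depleted of ribosomal RNA and sequenced in 1 paired-end library per mouse. The authors counted the fragments of each transcript with StringTie and deposited expected counts and FPKM values for each mouse, in a table of 58245 lncRNA transcripts and a table of 82388 mRNA transcripts. Of the lncRNA transcripts, 50877 carried NONCODE identifiers, 7234 carried Ensembl identifiers, and 134 came from the authors' transcript assembly. The mRNA transcripts carried 23235 gene names. The total count per mouse over both tables ranged from 20962328 to 34021101 in the control group (median 23763820), from 24498057 to 30593942 in the HFD group (median 28338272), and from 25875125 to 27447118 in the HFD + RSV group (median 26230158). The lncRNA table held a median of 3421808 of these counts per mouse in the control group, 3534599 in the HFD group, and 3469643 in the HFD + RSV group. Differential expression was computed here from the deposited counts with edgeR, with TMM normalization within each table and a quasi-likelihood test, and the 12 mice were fitted together. Transcripts with too few counts were left out first (edgeR's filterByExpr by group, with a minimum count of 10 and a minimum total count of 15), which left 16503 lncRNAs and 42168 mRNA transcripts. A transcript was called differentially expressed at an unadjusted P < 0.05 and an absolute log2FC above 1, the criteria that the paper names. The paper also states that the P-value threshold was set by controlling the false discovery rate, so the calls at a Benjamini-Hochberg adjusted P are given as an alternative. The mRNA counts were also summed over the transcripts of each gene name, which left 15097 genes for the same test. StringTie divides the fragments of overlapping transcripts among them, so the count of one transcript depends on the transcripts that share its exons. The common biological coefficient of variation between mice of a group was 0.382 for lncRNAs, 0.553 for mRNA transcripts, and 0.228 for mRNA genes. On simulated counts in which 200 features changed by a log2FC of 2 and changed back, 87% of the changed lncRNAs and 78% of the changed mRNA transcripts were called in both comparisons, while 46 unchanged lncRNAs and 248 unchanged mRNA transcripts were called in opposite directions. The labels of the 4 HFD mice share one leading number that no mouse of the other groups carries, so a cage or batch that goes with this number cannot be told apart from the diet in the HFD group against the control group, nor from RSV in the HFD + RSV group against the HFD group.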

After standardization, 58,245 lncRNAs and 83,089 mRNAs were identified in the skeletal muscles of mice. 

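Between the HFD group and the control group, 974 of the 16503 lncRNAs tested were differentially expressed, with 480 upregulated and 494 downregulated in the HFD group. The filter on low counts moved this number most, and 3536 lncRNAs passed the same criteria without it. With Benjamini-Hochberg adjusted P-values in place of unadjusted ones, 283 lncRNAs passed, with 176 upregulated and 107 downregulated. Of the 42168 mRNA transcripts tested, 2137 were differentially expressed, with 699 upregulated and 1438 downregulated. The adjusted P moved this number most and left 66 transcripts, 30 upregulated and 36 downregulated. Once the counts were summed per gene name, 761 of 15097 genes were differentially expressed, with 133 upregulated and 628 downregulated, and 449 of them had an adjusted P < 0.05. The smallest adjusted P in this comparison was 9.1e-05 among lncRNAs and 0.00222 among mRNA transcripts. Ucp1, a brown fat marker, had 60 to 10432 counts in the control mice and 6 to 23 in the HFD mice. Whether brown fat in the muscle pieces lies behind part of these calls was not tested.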

On comparing the HFD group with the control group, we found that there were 3,276 differentially expressed lncRNAs (1,192 upregulated and 2,084 downregulated) and 2,118 differentially expressed mRNAs (314 upregulated and 1804 downregulated). 

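Between the HFD + RSV group and the HFD group, 308 lncRNAs were differentially expressed, with 167 upregulated and 141 downregulated in the HFD + RSV group, and 3 of them, all downregulated, had an adjusted P < 0.05. Among mRNA transcripts, 1058 were differentially expressed, with 564 upregulated and 494 downregulated, and 2 upregulated transcripts had an adjusted P < 0.05. Of the genes with summed counts, 162 were differentially expressed, with 133 upregulated and 29 downregulated. None of these genes passed at the adjusted P, and 905 genes had an unadjusted P < 0.05 at any fold change. Between the HFD + RSV group and the control group, which differ in both diet and treatment, 555 lncRNAs were differentially expressed, with 323 upregulated and 232 downregulated, as were 1535 mRNA transcripts, with 563 upregulated and 972 downregulated.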

Simultaneously, there were 1,640 differentially expressed lncRNAs (921 upregulated and 719 downregulated) and 604 differentially expressed mRNAs (444 upregulated and 160 downregulated) in the HFD + RSV group compared with those in the HFD group. 

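Of the 480 lncRNAs upregulated in the HFD group against the control group, 58 were downregulated in the HFD + RSV group against the HFD group, and the same held for 111 of the 699 upregulated mRNA transcripts. With counts summed per gene name, it held for 17 of the 133 upregulated genes. NONMMUT018494.2 and NONMMUT019242.2 were the only lncRNAs with an adjusted P < 0.05 in both comparisons and no overlap between the groups, and both moved in this direction. NONMMUT018494.2 lies on chromosome 13 of GRCm38 from 83664245 to 83666339, and all of its 2095 bases lie within an exon of Mef2c, so its counts were divided from those of 10 overlapping transcripts. Its FPKM was 0.118 ± 0.0203 (SD, n = 4) in the control group, 12.5 ± 6.74 (SD, n = 4) in the HFD group, and 0.126 ± 0.00322 (SD, n = 4) in the HFD + RSV group. Its log2FC was 6.956 (standard error 0.454, edgeR adjusted P = 9.1e-05) in the HFD group against the control group and -6.720 (standard error 0.447, edgeR adjusted P = 0.000113) in the HFD + RSV group against the HFD group. NONMMUT019242.2 lies on chromosome 13 from 109583992 to 109584445, in an intron of Pde4d. It had 12 to 17 counts per mouse in the control group, 110 to 164 in the HFD group, and 24 to 53 in the HFD + RSV group. Its log2FC was 3.236 (standard error 0.255, edgeR adjusted P = 0.00023) and -1.955 (standard error 0.236, edgeR adjusted P = 0.0151) in the same comparisons.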

Of the upregulated lncRNAs and mRNAs in the HFD group, 270 lncRNAs and 58 mRNAs were downregulated in the HFD + RSV group. Of the downregulated lncRNAs and mRNAs in the HFD group, 359 lncRNAs and 280 mRNAs were upregulated in the HFD + RSV group (Figures 2(a) and 2(b)). 

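In the opposite direction, 91 of the 494 lncRNAs downregulated in the HFD group and 269 of the 1438 downregulated mRNA transcripts were upregulated in the HFD + RSV group, as were 72 of the 628 downregulated genes once counts were summed per gene name. Both directions together gave 149 lncRNAs, which were 15.3% of the lncRNAs that differed between the HFD and control groups and 48.4% of those that differed between the HFD + RSV and HFD groups. They gave 380 mRNA transcripts, which were 17.8% and 35.9% of the corresponding calls, and 89 genes. Only 1 lncRNA and 1 mRNA transcript changed in the same direction in both comparisons. This says little, because the HFD group enters both comparisons with opposite signs, which favors opposite changes. Of 100 splits of the 12 mice into 3 groups, 7 gave as many reversed lncRNAs and 9 as many reversed mRNA transcripts, the real split included. The 149 and 380 can therefore not be told apart from the numbers of other splits. At an adjusted P < 0.05 in both comparisons, 2 lncRNAs were called in opposite directions, against 149 at the unadjusted P, and 0 mRNA transcripts, against 380. The same 4 HFD mice enter both comparisons. When a different pair of HFD mice was used in each comparison, the median over the 6 ways to pair them was 49.5 lncRNAs and 75 mRNA transcripts. Each comparison then had only 1 pair of HFD mice and was fitted alone, which can lower the number of calls by itself. Fits to the compared groups only, with all 4 HFD mice, gave 92 reversed lncRNAs. The drop is therefore not a measure of the shared mice alone.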

The top 30 differentially expressed lncRNAs and mRNAs are listed in Tables 3 and 4, with Fragments Per Kilobase Million = 0 eliminated. 

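Table 3 names 60 lncRNAs, of which 58 were matched by identifier in the deposited table. Of these, 39 had enough counts to be tested, and all 39 had the same sign of log2FC as in Table 3 in both comparisons. The criteria in both comparisons were met by 33 of them. The highest count in any mouse had a median of 128 among the 19 lncRNAs that the filter left out. Table 4 names 60 genes, of which 46 were matched by name. With counts summed per gene name, 33 of them were tested, all 33 had the same sign as in Table 4, and 12 met the criteria in both comparisons. NONMMUT139818.1, on chromosome 10 of GRCm38 from 128646167 to 128652167, had an FPKM of 0.015 ± 0.0131 (SD, n = 4) in the control group, 0.29 ± 0.211 (SD, n = 4) in the HFD group, and 0.0379 ± 0.00794 (SD, n = 4) in the HFD + RSV group, where it had 5 to 7 counts per mouse. Its log2FC was 4.452 (standard error 0.673, edgeR adjusted P = 0.0103) and -3.006 (standard error 0.587, edgeR adjusted P = 0.2) in the HFD against the control and the HFD + RSV against the HFD groups. NONMMUT071570.2, on chromosome 9 from 13308214 to 13311034 in the annotated transcript Gm47087, had an FPKM of 1.76 ± 0.88 in the control group, 0.347 ± 0.0472 in the HFD group, and 1.43 ± 0.737 in the HFD + RSV group (SD, n = 4 each). Its log2FC was -2.060 (standard error 0.528) and 1.903 (standard error 0.528), and its log2 CPM overlapped between the groups in both comparisons (exact two-sided permutation test, P = 0.0571 in each). NONMMUT065156.2, on chromosome 8 from 33697247 to 33698161, lies within an exon of Gsr, which it shares with 1 counted Gsr transcript. It had 230 to 379 counts in the control group, 2 to 3 counts in the HFD group, and 2 to 298 counts in the HFD + RSV group, so the level assigned to it was at least 107-fold lower in the HFD group than in the control group and at least 74.8-fold higher in the HFD + RSV group than in the HFD group. The exact permutation P was 0.0286 for the first difference and 0.0857 for the second, because 1 HFD + RSV mouse had 2 counts. The Gsr transcript rose in the HFD group against the control group (log2 ratio of means 0.520, exact permutation P = 0.0286). The sum of both did not differ (-0.193, exact permutation P = 0.171). A move of counts between the lncRNA and the Gsr transcript is thus a candidate explanation for the fall. ENSMUST00000181045, a lncRNA of 4933404O12Rik on chromosome 5 from 136919146 to 136937106, had an FPKM of 0.295 ± 0.0419 in the control group, 0.0247 ± 0.0494 in the HFD group, and 0.428 ± 0.0825 in the HFD + RSV group (SD, n = 4 each). Its log2FC was -3.166 (standard error 0.792, edgeR adjusted P = 0.0567) and 3.841 (standard error 0.782, edgeR adjusted P = 0.285) in these comparisons. Both values depend on 1 HFD mouse with 12 counts, as the other HFD mice had 0. Without that mouse, the log2FC was -7.830 (edgeR adjusted P = 0.000227) and 8.516 (edgeR adjusted P = 0.000105). With each other mouse left out in turn, the adjusted P stayed above 0.05 in both comparisons.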

All differentially expressed lncRNAs and mRNAs in the three groups are listed in Supplementary Tables S1 and S2.

### 4.4. Functional Enrichment Analysis of Differentially Expressed Genes

The functions of these different mRNAs were studied via enrichment analysis. The GO analysis was conducted to classify differentially expressed mRNAs into three types: the biological process, the molecular function, and the cellular component. 

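The 380 mRNA transcripts called in opposite directions belong to 344 genes, and 333 of these carry GO terms in the annotation columns of the deposited table. Each of 8433 terms with at least 5 genes was tested with a one-sided Fisher's exact test against the 12764 annotated genes that had a tested transcript, with Benjamini-Hochberg adjustment over all terms. At an adjusted P < 0.05, 3 terms were enriched, while 349 terms had an unadjusted P < 0.05. They were negative regulation of insulin receptor signaling pathway (8 of 25 genes, 0.652 expected if all genes are equally likely to enter, adjusted P = 0.00122), regulation of insulin receptor signaling pathway (8 of 41 genes, adjusted P = 0.0375), and regulation of cellular response to insulin stimulus (9 of 57 genes, adjusted P = 0.0422). A gene entered the list once any of its transcripts was called, and 329 of the 344 genes have several transcripts. Genes with more tested transcripts thus had more chances to enter, which the expected numbers and P-values do not take into account. Myelination held 8 of 93 genes against 2.43 expected (Fisher's exact P = 0.00293, adjusted P = 0.634), and axon ensheathment held 8 of 94 genes. The muscle terms sarcomere (14 of 175 genes, Fisher's exact P = 0.000199, adjusted P = 0.172), contractile fiber (15 of 205 genes, adjusted P = 0.201), and myofibril (14 of 196 genes, adjusted P = 0.27) also had an unadjusted P < 0.05. So did compact myelin (3 of 16 genes), structural constituent of myelin sheath (2 of 8 genes), and transition between fast and slow fiber (2 of 8 genes). Actin binding (13 of 333 genes, Fisher's exact P = 0.097), ion gated channel activity (1 of 22 genes, P = 0.441), and fatty acid synthase activity (0 of 9 genes) did not. The terms ensheathment of neurons, cellular component assembly involved in morphogenesis, contractile fiber part, and gated channel activity were not analysed here. The list of genes moved the number of enriched terms most. It was 66 with the paper's own list of reversed genes, of which 140 of 338 entered the test. It was 0 with the 89 genes called in opposite directions after summing counts, where 408 terms had an unadjusted P < 0.05.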

The most highly enriched GO terms were “myelination, ensheathment of neurons, axon ensheathment, cellular component assembly involved in morphogenesis, transition between fast and slow fiber (biological process),” “myofibril, sarcomere, contractile fiber, compact myelin, contractile fiber part (cellular component),” and “structural constituent of myelin sheath, actin binding, fatty acid synthase activity, ion gated channel activity, and gated channel activity (molecular function)” (Figure 3(a)). KEGG analysis revealed that the differentially expressed mRNAs were mostly involved in cytokine-cytokine receptor interaction, the JAK-STAT signaling pathway, hypertrophic cardiomyopathy, the prolactin signaling pathway, and type II diabetes mellitus (Figure 3(b)).

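In the deposited annotation, 149 of the 344 genes carry KEGG pathways, and 311 pathways were tested against 5090 annotated genes in the same way as the GO terms. No pathway passed at the adjusted P, and 7 had an unadjusted P < 0.05 in one-sided Fisher's exact tests. The prolactin signaling pathway held 5 of 54 genes (1.58 expected, Fisher's exact P = 0.0201, adjusted P = 1), and these were Cish, Shc1, Socs1, Socs2, and Socs3. The JAK-STAT signaling pathway held 5 of 100 genes (2.93 expected, Fisher's exact P = 0.168), hypertrophic cardiomyopathy 4 of 70 genes (2.05 expected, P = 0.148), type II diabetes mellitus 3 of 36 genes (1.05 expected, P = 0.087), and cytokine-cytokine receptor interaction 1 of 130 genes (3.81 expected, P = 0.98). Osteoclast differentiation had the smallest P among all pathways, with 8 of 94 genes (Fisher's exact P = 0.00592, adjusted P = 1). Of the paper's own reversed list, 70 of 338 genes entered the same test, as the others lacked KEGG annotation here or a tested transcript. With this part of the list, 7 pathways passed at the adjusted P. Among them were hypertrophic cardiomyopathy (Fisher's exact adjusted P = 0.00429) and prolactin signaling (adjusted P = 0.0065). Type II diabetes mellitus had an adjusted P of 0.364 and JAK-STAT signaling of 0.0731. With the 89 genes called after summing counts, a list chosen after seeing the data, 36 genes entered the test. Then 4 of the paper's 5 pathways had an unadjusted P < 0.05, and no pathway passed at the adjusted P. Fisher's exact P was 0.000486 for prolactin signaling, 0.00516 for JAK-STAT signaling, 0.014 for cytokine-cytokine receptor interaction, and 0.0255 for type II diabetes mellitus.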

### 4.5. RT-qPCR Validation *In Vivo*

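In the sequenced muscles, NONMMUT044897.2, which lies on chromosome 3 of GRCm38 from 116419709 to 116423941 inside Cdc14a, had an FPKM of 1.63 ± 0.299 (SD, n = 4) in the control group, 3.87 ± 1.12 (SD, n = 4) in the HFD group, and 1.44 ± 0.399 (SD, n = 4) in the HFD + RSV group, from 113 to 579 counts per mouse. Its log2FC was 1.501 (standard error 0.23, edgeR adjusted P = 0.0103) in the HFD group against the control group and -1.547 (standard error 0.231, edgeR adjusted P = 0.0624) in the HFD + RSV group against the HFD group. Each HFD mouse had a higher value than each mouse of the other groups (exact two-sided permutation test, P = 0.0286 in both comparisons, the smallest that 4 mice against 4 allow). Under 19 alternative settings, the log2FC stayed between 1.393 and 1.697 in the first comparison and between -1.733 and -1.422 in the second. The adjusted P was less stable, from 1.72e-06 to 0.0571 in the first comparison and from 3.57e-06 to 0.37 in the second. In the first, it was above 0.05 only with all 16 mice in 1 fit. In the second, it was below 0.05 with DESeq2, without the filter on low counts (edgeR, 0.0072), and without 1 HFD mouse (edgeR, 0.00582). Between the HFD + RSV and control groups, the log2FC was -0.046 (standard error 0.227). NONMMUT005295.2, on chromosome 10 from 39610636 to 39613072 within Gm16365, had an FPKM of 1.92 ± 0.311, 5.23 ± 1.21, and 1.96 ± 0.556 (SD, n = 4 each) in the control, HFD, and HFD + RSV groups. Its log2FC was 1.688 (standard error 0.227, edgeR adjusted P = 0.00789) and -1.520 (standard error 0.226, edgeR adjusted P = 0.0624), again with no overlap between the HFD group and either other group. NONMMUT128951.1, on chromosome 8 from 82128312 to 82130958, had 2 to 30 counts per mouse in the control group, 0 to 1 in the HFD group, and 3 to 12 in the HFD + RSV group. As all HFD mice were at or under 3 counts, its level was at least 4.77-fold lower in the HFD group than in the control group and at least 2.44-fold higher in the HFD + RSV group than in the HFD group. NONMMUT145909.1, on chromosome 19 from 32986940 to 32990968, had 3 to 53, 0 to 2, and 4 to 10 counts per mouse in the control, HFD, and HFD + RSV groups and did not pass the filter on low counts. Its level was at least 5.1-fold lower in the HFD group than in the control group and at least 2.79-fold higher in the HFD + RSV group than in the HFD group. The first bound leans on 1 control mouse with 53 counts, as the other control mice had 3, 7, and 5. It was not recomputed without that mouse. For both of these lncRNAs, the exact two-sided permutation P was 0.0286 in both comparisons.

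**Figure D1:**
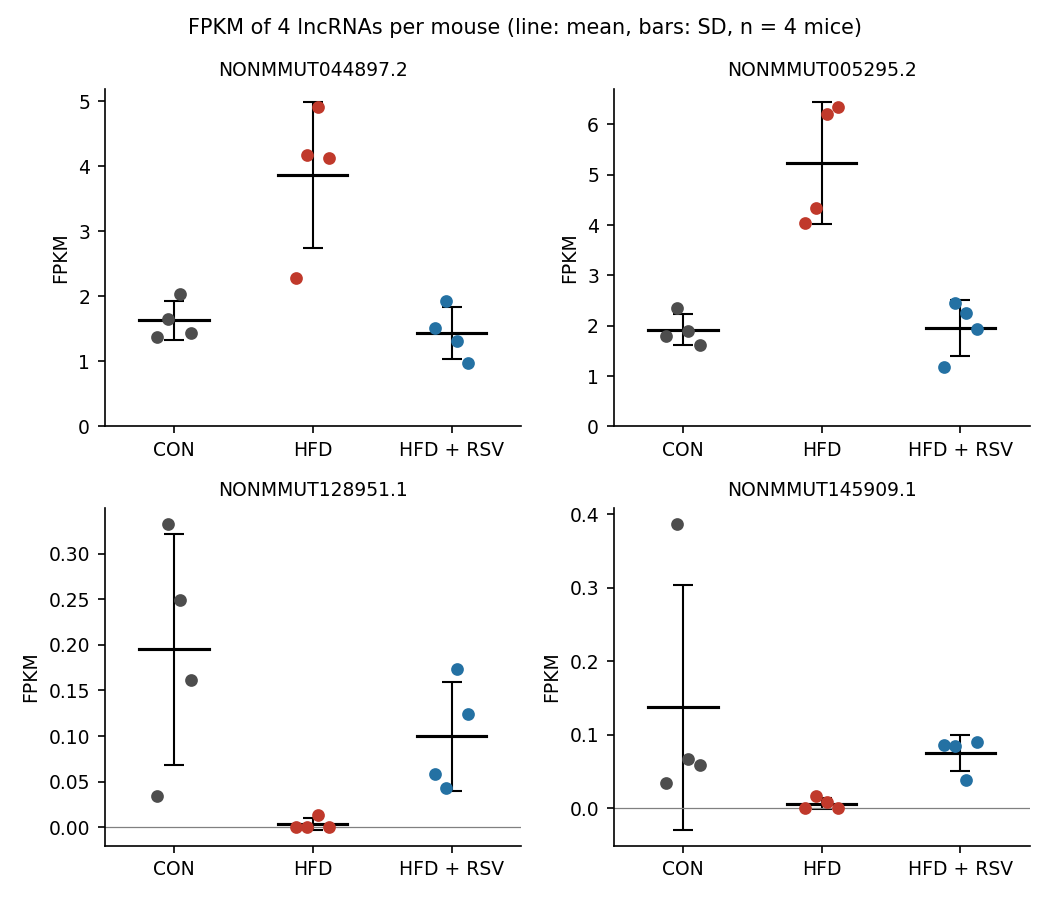
The FPKM of NONMMUT044897.2, NONMMUT005295.2, NONMMUT128951.1, and NONMMUT145909.1 is plotted for each mouse of the control, HFD, and HFD + RSV groups, with the mean and SD of the 4 mice. In the HFD group, NONMMUT044897.2 averages 3.87 FPKM, while NONMMUT128951.1 and NONMMUT145909.1 have at most 2 counts per mouse.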

To confirm the validity of the sequencing results, we randomly picked four differentially expressed lncRNAs, two upregulated lncRNAs in HFD, a downregulated HFD + RSV (NONMMUT044897.2; NONMMUT005295.2), and two lncRNAs with a reverse trend (NONMMUT128951.1; NONMMUT145909.1). The expression levels of the selected lncRNAs were consistent with those of the sequencing results (Figures 4(a)–4(d)), but there was no statistical difference in the increase of NONMMUT128951.1 in the HFD + RSV group. The SOCS1 mRNA level was increased in the HFD group and decreased with RSV treatment (Figure 4(f)). Of the verified lncRNAs, NONMMUT044897.2 had a higher expression level. In addition, the KEGG analysis indicated that SOCS1 played a vital role in the JAK-STAT signaling pathway and in type II diabetes mellitus. 

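Over the 12 sequenced mice, NONMMUT044897.2 averaged 2.31 ± 1.32 FPKM (SD), NONMMUT005295.2 averaged 3.04 ± 1.77, NONMMUT128951.1 averaged 0.0992 ± 0.11, and NONMMUT145909.1 averaged 0.0727 ± 0.104. By FPKM, which divides by transcript length, NONMMUT005295.2 was the highest of the 4 lncRNAs in 10 of the 12 mice and NONMMUT044897.2 in the other 2. By CPM, which does not divide by length, NONMMUT044897.2, with 4233 bases against 2437 for NONMMUT005295.2, was the highest in 10 of the 12 mice, at 9.79 ± 5.59 against 7.4 ± 4.32 (SD).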

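In the deposited KEGG annotation, Socs1 is listed in the JAK-STAT signaling pathway, the prolactin signaling pathway, and type II diabetes mellitus. Among the genes with transcripts called in opposite directions, it shares type II diabetes mellitus with Socs2 and Socs3, and the JAK-STAT pathway with Cish, Lifr, Socs2, and Socs3. Socs1 has 1 transcript in the deposited table, ENSMUST00000038099, on chromosome 16 of GRCm38 from 10783808 to 10785536. Its FPKM was 0.402 ± 0.113 (SD, n = 4) in the control group, with 7 to 22 counts per mouse, 2.2 ± 1.83 (SD, n = 4) in the HFD group, with 30 to 143 counts, and 0.427 ± 0.139 (SD, n = 4) in the HFD + RSV group, with 10 to 20 counts. The log2FC was 2.541 (standard error 0.524, edgeR adjusted P = 0.0689) in the HFD group against the control group and -2.375 (standard error 0.52, edgeR adjusted P = 0.759) in the HFD + RSV group against the HFD group. No HFD mouse overlapped with a mouse of the other groups, which gave an exact two-sided permutation P of 0.0286 in both comparisons. The log2FC ranged from 1.908 to 2.805 and from -2.629 to -1.74 over 20 alternative settings. The adjusted P ranged from 0.000546 to 0.176 and from 0.0107 to 1, and it was below 0.05 with DESeq2 in both comparisons and with counts summed per gene name (0.0147) in the first.

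**Figure D2:**
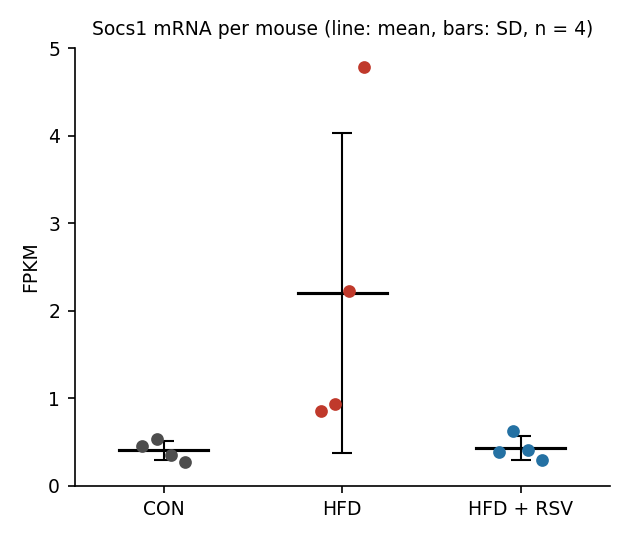
The FPKM of Socs1 is plotted for each mouse of the control, HFD, and HFD + RSV groups, with the mean and SD of the 4 mice. The HFD mice lie between 0.854 and 4.78 FPKM and all other mice at or below 0.625.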

In the latter, SOCS1 was reportedly involved in the development of IR [5, 6]. To elucidate the interaction between NONMMUT044897.2 and SOCS1, we constructed a related lncRNA-miRNA-mRNA network diagram. The results revealed that NONMMUT044897.2 regulated SOCS1 through miR-7051-5p and miR-762 (Figure 4(g)). 

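NONMMUT044897.2 is listed as a single block of 4233 bases, without introns, inside Cdc14a, a gene on the minus strand of chromosome 3 that runs from 116272553 to 116424032 in the GENCODE annotation of GRCm38. The lncRNA covers 649 bases (15.3%) of annotated Cdc14a exons, and the rest lies in introns of this gene. The miR-7051 gene, Mir7051, is annotated on the plus strand of chromosome 7 from 43457497 to 43457569, and Mir762 on the plus strand of chromosome 7 from 127708487 to 127708562. The sequence of NONMMUT044897.2 was not used here.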

To further explore its potential molecular mechanism, we applied the NonCode and miRBase database analyses and found that there was base pairing in the sequence of NONMMUT044897.2 and miR-7051-5p. 

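The Socs1 sequence drawn in Figure 4(h), TGGGGGTGCTCCCCTCCTGGTGC in DNA letters, occurs 1 time in the annotated Socs1 transcript ENSMUST00000038099 of 2785 bases, on the minus strand of chromosome 16 of GRCm38 from 10784034 to 10784056. It lies in exon 2 of 2, at bases 177 to 199 of the 3′ untranslated region of 1990 bases. Bases 2 to 8 of the miR-7051-5p sequence drawn there, TCACCAGGAGGAAGTTGGGTCA in DNA letters, pair with CCTGGTG, which occurs 1 time in this stretch, at bases 192 to 198 of the untranslated region, and 2 times in the whole untranslated region.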

At the same time, according to the prediction results of TargetScan, SOCS1 was identified to be a miR-7051-5p target (Figure 4(h)). According to the above results, NONMMUT044897.2 might have regulated SOCS1 through miR-7051-5p. Therefore, this study further verified the expression of miR-7051-5p mRNA through RT-qPCR; miR-7051-5p mRNA was downregulated in the HFD group and upregulated in the HFD + RSV group (Figure 4(e)).

### 4.6. Establishment of a Cell Model of PA-Induced IR

The C2C12 mouse myotube cells were transferred to media with and without 0.25 mM PA. Glucose concentrations were determined at 0, 8, 16, and 24 h. There was no significant difference in control and PA groups at 0, 8, and 16 h; however, the glucose concentration of the PA group was distinctly elevated at 24 h compared with that of the control group, thereby indicating that the IR model was successfully established (Figure 5(a)). Besides, the glucose concentration was obviously decreased at 24 h in the RSV group (Figure 5(b)).

The cell survival rate of C2C12 cells 24 h after RSV administration was approximately 30–100 *μ*m. The results showed that 30 *μ*m of RSV had no significant influence on the survival rate of C2C12 cells (Figure 5(c)). The cell survival rate of the PA group (84%) was lower than that of the control (89.6%), while that of the 30 *μ*M PA + RSV group (85%) was higher than that of the PA group. However, there were no statistical differences between these three groups (Figure 5(d)).

### 4.7. RT-qPCR Validation *In Vitro*

Two lncRNAs were upregulated in PA in which downregulation of PA + RSV (NONMMUT044897.2; NONMMUT139818.1) and upregulation of three lncRNAs (NONMMUT071570.2; NONMMUT065156.2; NONMMUT00000181045) were observed. The expression levels of the selected lncRNAs were consistent with those of the sequencing results (Figure 6(a)–6(e)), but there was no statistical difference in the increase of NONMMUT00000181045 in the PA + RSV group. To verify the relationship between NONMMUT044897.2 and RSV *in vitro*, C2C12 cells were transfected with lentivirus. The results of this transfection showed that, compared with the control group, NONMMUT044897.2 expression was robustly increased in the PA and PA + shRNA-NC groups. The PA + shRNA-NONMMUT044897.2 group had a decreased expression of NONMMUT044897.2 compared with that of the PA group. RSV administration also resulted in a decrease in the expression of NONMMUT044897.2 compared with that of the PA group (Figure 6(g)).

Relative to the control group, miR-7051-5p mRNA expression in the PA and PA + shRNA-NC groups was significantly reduced, while knockdown of NONMMUT044897.2 and RSV treatment markedly increased the miR-7051-5p mRNA expression level (Figure 6(f)). The concentration of glucose in the media of the PA and PA + shRNA-NC groups was substantially increased compared with that of the control group. NONMMUT044897.2 silencing and RSV treatment strikingly overturned the glucose concentrations in the medium (Figure 6(h)). Knockdown of NONMMUT044897.2 distinctively upregulated the p-AKT, p-GSK3*β*, and GLUT4 protein levels and greatly reduced the SOCS1 protein level, compared with those of the PA group. RSV treatment had a similar effect in terms of NONMMUT044897.2 silencing on p-AKT, p-GSK3*β*, GLUT4, and SOCS1 protein levels (Figures 6(i)–6(o)).

## 5. Discussion

A large number of experiments have verified the therapeutic effect of RSV in IR [32, 33]. In this study, we demonstrated that RSV influenced the amelioration of IR in HFD-fed mice. These findings have also been reported by several studies [11, 12]. In the HFD + RSV group, blood glucose, insulin index, blood lipids, and area under the curve were decreased. RSV treatment ameliorated HFD-induced IR in mice by restoring the insulin signaling pathway gene expression. After intervention with RSV, the protein expression levels of p-AKT, p-GSK3*β*, and GLUT4 increased significantly.

High-throughput sequencing showed that there were 3,276 differentially expressed lncRNAs and 2,118 differentially expressed mRNAs in the HFD + RSV group, as compared with those in the control group, which yielded 1,640 differentially expressed lncRNAs and 604 differentially expressed mRNAs. We further found 338 mRNAs and 629 lncRNAs whose expression was reversed in the HFD and the HFD + RSV groups, suggesting that RSV plays a significant role in the overall alteration of skeletal muscle gene expression. Moreover, RT-qPCR results revealed that RSV ameliorated IR by regulating the expression of lncRNAs in skeletal muscles. 

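From the deposited counts, 149 lncRNAs and 380 mRNA transcripts, or 89 mRNA genes with summed counts, were called in opposite directions in the HFD group against the control group and in the HFD + RSV group against the HFD group. The numbers of lncRNAs and mRNA transcripts could not be told apart from those of other splits of the same mice. Of 100 splits, the real one included, 7 gave as many lncRNAs and 9 as many mRNA transcripts. The paper's list of 629 lncRNAs (Supplementary Table S1) has 621 that were matched in the deposited table, of which 222 had enough counts to be tested. All 222 had the same sign of log2FC as in the paper's list in both comparisons, and 132 of them were among the 149 lncRNAs called here. The highest count in any mouse had a median of 13 among the 399 lncRNAs left out by the filter, and the paper's list gives an infinite log2FC for 173 of its lncRNAs. Of the paper's 338 mRNAs (Supplementary Table S2), 247 were matched by gene name and 161 were tested, all 161 with the same signs, and 65 of them were among the 89 genes called here. At the level of transcripts, 49 of the 344 genes with a called transcript were in the paper's list. From the reversal of these lncRNAs and mRNAs, the paper proposes that RSV plays a significant role in how gene expression in skeletal muscle is altered.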

As mentioned above, the verified lncRNAs were consistent with those of the sequencing results. In addition, NONMMUT044897.2 was highly expressed. 

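By mean FPKM over the 12 mice, NONMMUT044897.2 ranked 2159 of the 58245 lncRNA transcripts in the deposited table, at the 96.3 percentile, and at the 98.5 percentile by CPM. NONMMUT005295.2 was at the 97.3 percentile by FPKM.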

The KEGG analysis uncovered that the differential genes were part of T2DM. We found that NONMMUT044897.2 was associated with SOCS1, which was critically involved in T2DM. Overexpression of SOCS1 aggravated IR [5], which played an important role in T2DM. Hence, we selected this lncRNA for further study, which has not been reported before.

SOCS1 is a specific negative regulator that regulates the JAK/STAT pathway [34]. The expression of SOCS1 increases with IR and decreases with the phosphorylation of IRS-1. Overexpression of SOCS-1 could inhibit insulin-induced glycogen synthesis in L6 myotubes [6]. AKT has essential roles in many signaling pathways, such as cell survival and cell metabolism. AKT is the center of the insulin signaling pathway, which regulates glucose and lipid metabolism. Activated AKT can stimulate the translocation of insulin-sensitive GLUT4 to the cell membrane through its downstream substrate ASl60 to increase glucose uptake. It can also phosphorylate GSK3*β* to inhibit its activity, promote glycogen synthesis, lower blood sugar, and improve IR [35]. Furthermore, an HFD could result in the decrease of skeletal muscle IRS-1, P13K, AKT, and GLUT4 gene expression levels and reduce p-AKT (ser473) and p-GSK3*β* protein expression levels. Studies have reported that overexpression of SOCS1 may inhibit the phosphorylation and activation of IRS-1 [6, 34], which in turn inhibits the activation of AKT, thereby indicating that there is an important link between AKT and SOCS1. We found that, in the IR model mice, mRNA and protein expression levels of SOCS1 were significantly increased, while RSV treatment exhibited the reverse trend, thereby improving IR and decreasing blood glucose levels.

Numerous studies have demonstrated that lncRNAs may be involved in human diseases by regulating the expression of miRNAs [36, 37]. The ceRNA-network diagram uncovered the possible regulatory roles of candidate lncRNAs. NONMMUT044897.2 could regulate SOCS1 through two different miRNAs. To further clarify the relationship between NONMMUT044897.2 and SOCS1, we constructed NONMMUT044897.2 and miR-7051-5p, miR-7051-5p, and SOCS1 base-pairing maps based on NonCode, miRBase, and TargetScan databases. These results indicate that NONMMUT044897.2 might have regulated the expression of SOCS1 through miR-7051-5p. Future studies should perform luciferase assays to verify the interactions between NONMMUT044897.2, miR-7051-5p, and SOCS1.

We confirmed that knockdown of NONMMUT044897.2 increased miR-7051-5p levels and promoted the expression of genes that are involved in the insulin signaling pathways (p-AKT, p-GSK3*β*, and GLUT4). Meanwhile, the expression of SOCS1 was suppressed by silencing NONMMUT044897.2. Moreover, knockdown of NONMMUT044897.2 has led to reduced glucose concentration, which is similar to the phenotypes induced with RSV treatment. This indicates that RSV improves skeletal muscle IR through downregulating the lncRNA NONMMUT044897.2.

## 6. Conclusions

This research profiled the differential expression of lncRNAs between the IR model mice and those treated with RSV. We further revealed the potentially regulated lncRNA NONMMUT044897.2. More work remains to be done to prove the relationship between the NONMMUT044897.2/miR-7051-5p/SOCS1 and RSV in the IR model. The study also has several limitations. First, *in vivo* animal models are needed to further silence NONMMUT044897.2 to verify the influence on IR. Second, the overexpression of NONMMUT044897.2 should be performed *in vitro*. Third, knockdown of the NONMMUT044897.2 in the RSV group should be done to observe its influence on the IR model. Overall, our data indicated that RSV could promote skeletal muscle IR, at least partially, via a lncRNA NONMMUT044897.2/miR-7051-5p/SOCS1 pathway. This provides a new perspective for the RSV treatment of IR in skeletal muscles.

## Figures and Tables

**Figure 1:**
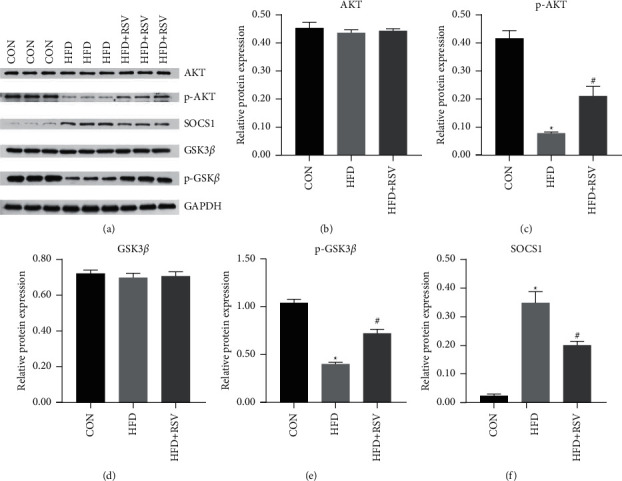
Effects of resveratrol on the insulin signaling pathway in control, HFD, and HFD + RSV groups. (a) Bands of western blot; (b) AKT; (c) p-AKT; (d) GSK3*β*; (e) p-GSK3*β*; (f) SOCS1. Data are expressed as the mean ± SD (*n* = 6). ^*∗*^*P* < 0.05 versus CON; ^#^*P* < 0.05 versus HFD.

**Figure 2:**
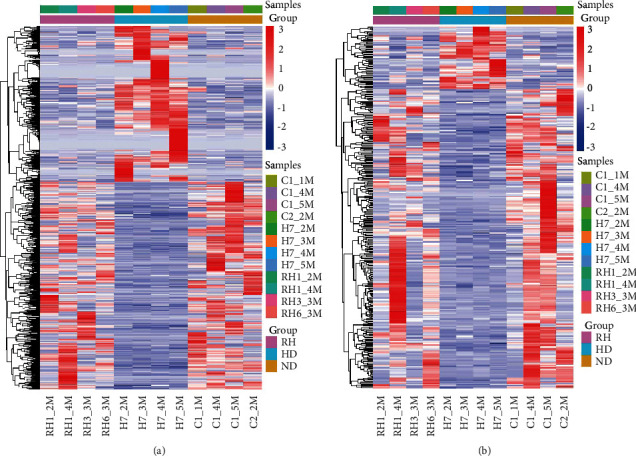
Profiles of differentially expressed genes in the three groups. Hierarchical clustering of lncRNAs (a) and mRNAs (b). Upregulated and downregulated lncRNAs (or mRNAs) are indicated in red and blue.

**Figure 3:**
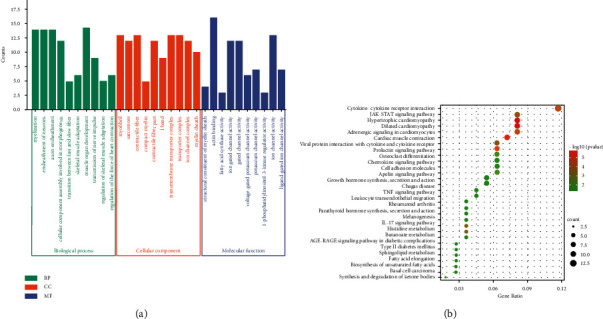
Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of differentially expressed genes in the three groups. (a) Top 30 GO terms related to differentially expressed mRNAs. (b) Top 30 KEGG pathways related to differentially expressed mRNAs.

**Figure 4:**
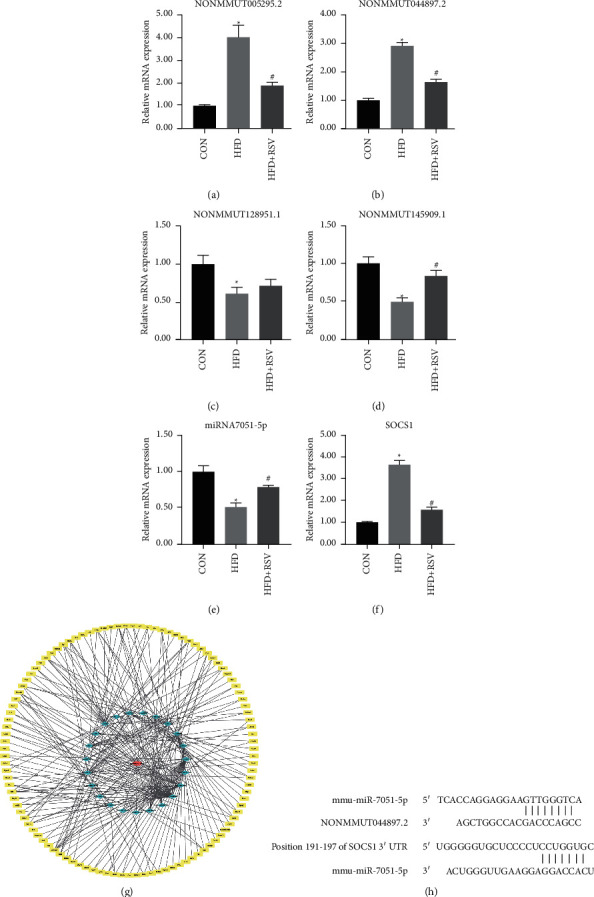
Validation of lncRNAs by RT-qPCR *in vivo*. Expression of NONMMUT005295.2 (a), NONMMUT044897.2 (b), NONMMUT128951.1 (c), NONMMUT145909.1 (d), miRNA-7051-5p mRNA (e), and SOCS1 mRNA (f) in different groups. (g) The NONMMUT044897.2 lncRNA-miRNA-mRNA network. (h) The positions of miR-7051-5p binding sites on NONMMUT044897.2 and the positions of miR-7051-5p binding sites on SOCS1. Data are expressed as the mean ± SD (*n* = 6). ^*∗*^*P* < 0.05 versus CON; ^#^*P* < 0.05 versus HFD.

**Figure 5:**
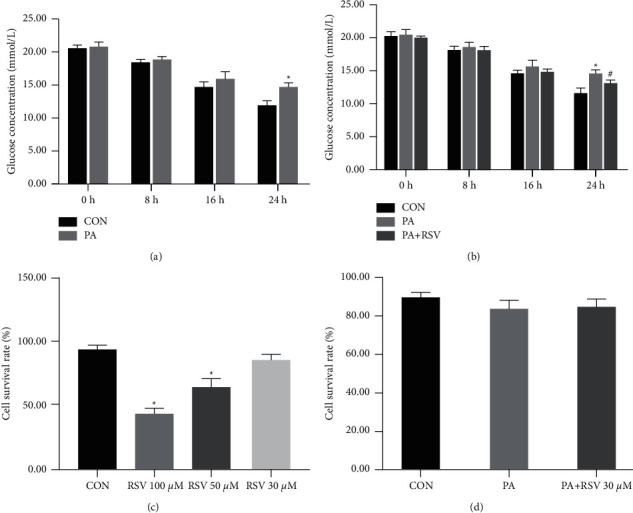
Resveratrol reduced PA-induced glucose concentration *in vitro*. Glucose concentration in the medium after 0, 8, 16, and 24 h treatment with PA (a) and treatment with PA and RSV (b). Cell survival rate after 24 h treatment with different concentrations of RSV (c) or PA and RSV treatments (d). Data are shown as the mean ± SD (*n* = 6). ^*∗*^*P* < 0.05 versus CON; ^#^*P* < 0.05 versus PA.

**Figure 6:**
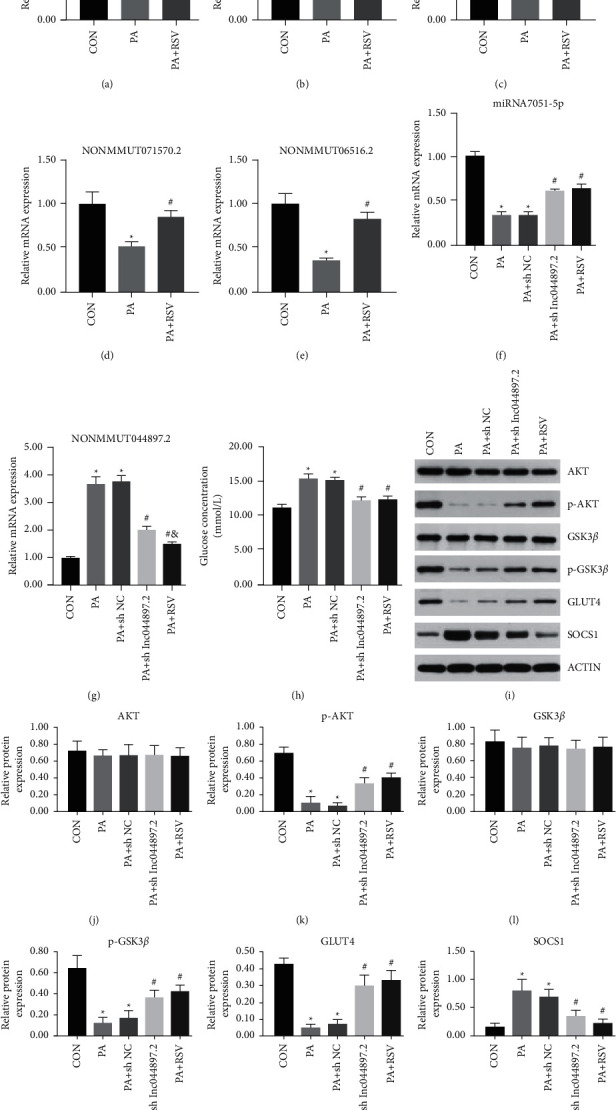
Resveratrol improved skeletal muscle insulin resistance by downregulating the lncRNA NONMUT044897.2 *in vitro*. Validation of lncRNAs NONMMUT044897.2 (a), NONMMUT139818.1 (b), NONMMUT00000181045(c), NONMMUT071570.2 (d), and NONMMUT06516.2 (e) by RT-qPCR. Expression of miR-7051-5p mRNA (f) and NONMMUT044897.2 mRNA (g) after shRNA transfection into C2C12 cells in different groups. (h) Glucose concentrations in the culture medium after shRNA transfection into C2C12 cells in different groups. (i) Protein bands of insulin signaling pathway-related molecules. Densitometric analysis of (j) AKT, (k) p-AKT, (l) GSK3*β*, (m) p-GSK3*β*, (n) GLUT4, and (o) SOCS1. Data are presented as the mean ± SD (*n* = 6). ^*∗*^*P* < 0.05 versus CON, ^#^*P* < 0.05 versus PA, and ^*δ*^*P* < 0.05 versus PA + shRNA-NONMMUT044897.2.

**Table 1:** Primers used for real-time quantitative polymerase chain reaction.

Gene	Forward primer (5′–3′)	Reverse primer (5′–3′)
*β*-Actin	GGCGCTTTTGACTCAGGATT	GGGATGTTTGCTCCAACCAA
NONMMUT139818.1	TGGGTCCTTGGTGTTCTTGTT	TCTAAAGTGGAGCCAACAAAGG
NONMMUT044897.2	TCCCAAAGAGTTCCGAAGGTA	GTGATGACACCAGGTATGACGG
NONMMUT005295.2	AGGCTTGTCTGAGGTTGCTGG	TTTACATCCTTGGGCTGCTTT
NONMMUT071570.2	TCTCCTGGGCTTCCCTAACTAA	CTCCCAAGGGCAGCATAACA
NONMMUT065156.2	GTTGCCATTCATCCTACCTCTTC	ATCAAATGAAAACCAACCCCG
NONMMUT00000181045	CAGCCAAATCACCAACAAACAGA	CCCTTACTCATAAATCAGCCTCACC
NONMMUT128951.1	GCTGGTCAAGCCAACAAGTAGT	GGCACCACATTGAACAGTAAAGTC
NONMMUT145909.1	AAGGGTGGACCAAGGCTAAAC	ACTGGCATCCTCAAACCTCAA
AKT	AAGGAGGTCATCGTCGCCAA	ACAGCCCGAAGTCCGTTATC
GSK3*β*	AAGGACTCACCAGGAGCAGGA	ATGTGGAGGGATAAGGATGGTG
SOCS1	CCGTGACTACCTGAGTTCCTTC	ATGAGGTCTCCAGCCAGAAGTG
mmu-miR-7051-5p	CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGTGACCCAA	ACACTCCAGCTGGGTCACCAGGAGGAAGTT
U6	CTCGCTTCGGCAGCACA	AACGCTTCACGAATTTGCGT

**Table 2:** General indicators after resveratrol treatment.

Name	CON group (*n* = 14)	HFD group (*n* = 14)	HFD + RSV group (*n* = 14)
Initial body weight (g)	22.40 ± 1.22	22.95 ± 1.11	22.32 ± 1.14
Final body weight (g)	27.04 ± 2.56	41.61 ± 3.71^*∗*^	38.83 ± 2.27^#^
Food intake (kcal/d)	12.89 ± 0.15	12.50 ± 0.30	12.52 ± 0.72
TC (mmol/L)	6.06 ± 0.72	7.62 ± 0.52^*∗*^	7.44 ± 0.43
TG (mmol/L)	0.51 ± 0.11	1.42 ± 0.22^*∗*^	0.86 ± 0.07^#^
HDL-C (mmol/L)	3.26 ± 0.22	3.01 ± 0.30	3.14 ± 0.37
LDL-C (mmol/L)	0.21 ± 0.02	0.64 ± 0.07^*∗*^	0.47 ± 0.04^#^
FFA (mmol/L)	0.73 ± 0.08	1.22 ± 0.14^*∗*^	0.93 ± 0.05^#^
FBG (mmol/L)	5.9 ± 0.70	12.42 ± 1.96^*∗*^	8.14 ± 0.85^#^
Insulin (ng/mL)	0.20 ± 0.20	1.35 ± 0.28^*∗*^	0.51 ± 0.21^#^
QUICKI	0.83 ± 0.17	0.41 ± 0.02^*∗*^	0.55 ± 0.05^#^

^*∗*^ *P* < 0.05 versus CON; ^#^*P* < 0.05 versus HFD. TC: total cholesterol; TG: triglyceride; HDL-C: high-density lipoprotein cholesterol; LDL-C: low-density lipoprotein cholesterol; FFA: free fatty acid; FBG: fasting blood sugar; QUICKI: quantitative insulin sensitivity index; HFD: high-fat diet.

**Table 3:** Top 30 significantly differentially expressed lncRNAs in mice.

LncRNA_id	log2FC (HFD versus CON)	*P* value (HFD versus CON)	Up/down (HFD versus CON)	log2FC (HFD + RSV versus HFD)	*P* value (HFD + RSV versus HFD)	Up/down (HFD + RSV versus HFD)
NONMMUT147944.1	7.361654305	3.08*E*−05	Up	−7.65705	2.59*E*−05	Down
NONMMUT018494.2	6.726119826	2.72*E*−30	Up	−6.63171	1.25*E*−30	Down
NONMMUT056862.2	6.372532912	0.000101	Up	−6.47057	0.000104	Down
NONMMUT001029.2	5.951073546	1.73*E*−06	Up	−6.20954	1.09*E*−06	Down
NONMMUT034722.2	5.925450571	5.74*E*−05	Up	−5.99116	5.98*E*−05	Down
NONMMUT042491.2	5.439454581	0.000152	Up	−6.0331	6.81*E*−05	Down
NONMMUT011659.2	5.319133003	0.000118	Up	−5.39538	0.000122	Down
NONMMUT028972.2	5.109498067	9.40*E*−05	Up	−5.33988	7.69*E*−05	Down
NONMMUT056994.2	4.330643092	1.11*E*−07	Up	−3.97586	2.22*E*−06	Down
NONMMUT044528.2	4.3149951	2.45*E*−05	Up	−4.67614	1.12*E*−05	Down
NONMMUT139818.1	4.27510251	5.42*E*−10	Up	−2.93598	3.09*E*−07	Down
NONMMUT006490.2	4.040499067	4.37*E*−05	Up	−4.25073	3.25*E*−05	Down
NONMMUT153460.1	3.987910041	1.14*E*−10	Up	−4.43375	1.79*E*−11	Down
NONMMUT047957.2	3.622830463	5.31*E*−12	Up	−2.17202	1.80*E*−06	Down
NONMMUT061044.2	3.580172631	0.000913	Up	−5.02265	0.000116	Down
NONMMUT041793.2	3.348027654	0.000102	Up	−4.15666	2.47*E*−06	Down
MSTRG.26789.5	3.346146359	4.90*E*−17	Up	−2.35799	1.25*E*−05	Down
NONMMUT141647.1	3.045932847	2.40*E*−05	Up	−3.7519	3.30*E*−05	Down
NONMMUT019242.2	2.994018555	1.34*E*−16	Up	−1.86027	2.37*E*−07	Down
NONMMUT054892.2	2.304363454	8.76*E*−08	Up	−1.99848	3.44*E*−05	Down
NONMMUT051479.2	2.213054794	0.00098	Up	−3.05151	3.84*E*−05	Down
NONMMUT003238.2	2.187198497	0.045286	Up	−5.56027	8.43*E*−05	Down
NONMMUT004274.2	2.077962645	1.51*E*−05	Up	−1.86821	0.000128	Down
NONMMUT006717.2	2.041245592	1.41*E*−06	Up	−2.02194	8.66*E*−06	Down
ENSMUST00000145549	1.981088074	3.80*E*−07	Up	−1.97828	7.99*E*−07	Down
NONMMUT071342.2	1.630473739	0.012079	Up	−3.80688	1.60*E*−13	Down
NONMMUT005295.2	1.449638857	1.11*E*−06	Up	−1.41758	2.03*E*−05	Down
NONMMUT070926.2	1.34488241	0.026106	Up	−2.66561	8.38*E*−08	Down
NONMMUT006953.2	1.275954985	0.000623	Up	−2.36716	2.40*E*−09	Down
NONMMUT044897.2	1.249501171	2.60*E*−05	Up	−1.43116	2.19*E*−05	Down
NONMMUT048831.2	−1.272978476	0.046708	Down	1.547263	0.000408	Up
NONMMUT018620.2	−1.425732816	0.032203	Down	1.762165	0.000445	Up
NONMMUT051818.2	−1.49981749	0.00019	Down	1.757541	0.000229	Up
NONMMUT148959.1	−1.821849383	0.022286	Down	2.39635	0.000835	Up
NONMMUT025210.2	−1.865766716	0.032229	Down	3.501751	1.41*E*−09	Up
NONMMUT024340.2	−1.99805347	6.44*E*−07	Down	1.727535	0.000114	Up
NONMMUT030788.2	−2.072643561	0.008364	Down	3.386966	6.32*E*−08	Up
NONMMUT083064.1	−2.184391746	0.02567	Down	3.578567	9.44*E*−07	Up
NONMMUT117757.1	−2.220356685	0.000126	Down	1.946318	0.000268	Up
NONMMUT145026.1	−2.225432629	0.005502	Down	2.733938	0.00075	Up
NONMMUT143802.1	−2.239123899	0.000257	Down	2.484837	0.000105	Up
NONMMUT081465.1	−2.275670974	0.000759	Down	2.214893	0.000569	Up
NONMMUT071570.2	−2.342779878	1.52*E*−05	Down	2.040383	7.76*E*−05	Up
NONMMUT145721.1	−2.395813608	0.00904	Down	3.144452	0.000475	Up
NONMMUT082610.1	−2.721997741	0.004713	Down	3.500026	3.04*E*−06	Up
NONMMUT032162.2	−2.756781381	0.000975	Down	3.252807	1.74*E*−06	Up
NONMMUT098269.1	−2.860045031	2.20*E*−09	Down	2.306565	0.000783	Up
NONMMUT119847.1	−2.871001568	6.07*E*−06	Down	2.197726	0.000589	Up
NONMMUT004497.2	−3.006495667	6.12*E*−06	Down	3.18202	2.60*E*−06	Up
NONMMUT144862.1	−3.021747289	0.000339	Down	2.825872	0.000763	Up
NONMMUT152140.1	−3.390813528	0.005418	Down	3.671173	0.000159	Up
NONMMUT145717.1	−3.429960838	0.003878	Down	4.82329	1.67*E*−05	Up
ENSMUST00000181045	−3.5774189	2.18*E*−05	Down	4.111429	1.20*E*−07	Up
MSTRG.8668.1	−3.650059914	8.30*E*−13	Down	2.418835	0.0002	Up
NONMMUT145909.1	−4.44549442	6.50*E*−05	Down	3.575655	3.04*E*−05	Up
NONMMUT008421.2	−4.495334741	0.000753	Down	5.182219	4.44*E*−06	Up
ENSMUST00000161890	−5.096061065	0.013794	Down	6.206952	7.53*E*−05	Up
NONMMUT128951.1	−5.845021433	2.88*E*−07	Down	4.876355	2.89*E*−05	Up
NONMMUT065156.2	−7.177240343	5.91*E*−41	Down	6.653339	2.22*E*−10	Up
NONMMUT026869.2	−8.335434963	1.59*E*−11	Down	7.485915	1.33*E*−06	Up

Top 30 upregulated or downregulated lncRNAs in three groups. HFD: high-fat diet; CON: control; RSV: resveratrol; lncRNA: long noncoding RNA.

**Table 4:** Top 30 significantly differential expression mRNAs in mice.

Gene name	log2FC (HFD versus CON)	*P* value (HFD versus CON)	Up/down (HFD versus CON)	log2FC (HFD + RSV versus HFD)	*P* value (HFD + RSV versus HFD)	Up/down (HFD + RSV versus HFD)
Gm49388	6.06138	1.92*E*−10	Up	−2.53021	0.044372	Down
Gm26876	3.811306	7.03*E*−09	Up	−3.11381	5.15*E*−07	Down
4930512H18Rik	3.787461	3.47*E*−18	Up	−1.20868	0.003987	Down
Gm29676	3.283294	0.00530139	Up	−3.86133	0.002862	Down
Map6d1	3.074208	0.007729399	Up	−1.72651	0.047048	Down
Ppm1n	3.000682	2.93*E*−08	Up	−1.05825	0.012598	Down
Sh3gl2	2.803522	1.83*E*−09	Up	−2.08107	5.64*E*−06	Down
Clca4a	2.729295	0.000758257	Up	−2.14669	0.002907	Down
Gm49347	2.69398	0.016676861	Up	−2.79388	0.016914	Down
Gm33543	2.661545	2.23*E*−13	Up	−1.30568	0.029604	Down
Ccl12	2.641596	0.005800303	Up	−3.96508	0.00141	Down
Gm9402	2.633552	0.044305865	Up	−2.95627	0.046539	Down
Gm48719	2.618363	1.87*E*−05	Up	−1.43542	0.008835	Down
Rpl21-ps12	2.537707	0.000902295	Up	−1.83961	0.012602	Down
Gm15478	2.466703	1.04*E*−05	Up	−1.16718	0.029683	Down
Kcnh7	2.453351	3.86*E*−11	Up	−1.11192	0.016375	Down
Socs1	2.44948	4.05*E*−07	Up	−2.36143	1.61*E*−06	Down
Gm47603	2.39615	2.51*E*−05	Up	−1.36179	0.007302	Down
C130026L21Rik	2.31491	0.023709939	Up	−2.52323	0.024031	Down
AY036118	2.26368	0.014427254	Up	−2.08364	0.022577	Down
Cish	2.1587	1.43*E*−14	Up	−2.48736	1.64*E*−20	Down
Cd209e	2.146486	0.001095503	Up	−1.52077	0.033734	Down
Dkk3	2.060882	1.16*E*−07	Up	−1.51887	0.000588	Down
Pou2f3	2.046599	0.032113693	Up	−2.67227	0.010465	Down
Pcsk1	1.960889	6.87*E*−07	Up	−1.14143	0.001394	Down
Gm26635	1.857674	0.020348988	Up	−1.53523	0.040218	Down
B230312C02Rik	1.846494	1.97*E*−10	Up	−1.85503	2.38*E*−10	Down
4932438H23Rik	1.740581	0.019356615	Up	−1.8725	0.019401	Down
Ccl7	1.669165	0.006830603	Up	−1.92417	0.005174	Down
Megf11	1.597213	0.002069216	Up	−1.26422	0.028085	Down
Sox10	−1.00199	0.00499603	Down	1.277467	0.008898	Up
Gm17971	−1.01911	0.001132241	Down	1.082473	0.012236	Up
Mgat3	−1.02613	0.002140658	Down	1.038285	0.007315	Up
Gas2l3	−1.02807	0.020453198	Down	1.139046	0.006303	Up
Bcas1	−1.04182	0.015404068	Down	1.7179	0.002295	Up
Asphd2	−1.04528	0.020154215	Down	1.010603	0.025998	Up
Gm37537	−1.05529	0.004647624	Down	1.013631	0.014094	Up
Fos	−1.07258	0.000205959	Down	1.126982	0.002405	Up
Gldn	−1.07534	0.029747688	Down	1.119705	0.011748	Up
Pmp22	−1.10369	0.0243704	Down	1.272211	0.007779	Up
Sptbn5	−1.10708	0.002406818	Down	1.274	0.003898	Up
Plekha4	−1.11677	0.003070017	Down	1.306669	0.002928	Up
Kcna6	−1.11915	0.010919737	Down	1.15063	0.011805	Up
Gabrr1	−1.12133	0.007296347	Down	1.004214	0.027277	Up
Mir1904	−1.12175	0.004769582	Down	1.111331	0.011967	Up
Kif19a	−1.14672	0.006248502	Down	1.502258	0.001265	Up
Fosl2	−1.16247	1.85*E*−08	Down	1.02334	4.21*E*−05	Up
Lrrc71	−1.16508	0.023094219	Down	1.001178	0.048202	Up
Fhl4	−1.1723	0.034470511	Down	1.121767	0.045133	Up
Fa2h	−1.18303	0.034450796	Down	1.299243	0.029667	Up
Gm37510	−1.19184	0.004453269	Down	1.03012	0.008302	Up
Ppia	−1.19672	0.001831193	Down	1.119291	2.62*E*−05	Up
Tnfsf13b	−1.20579	0.016517031	Down	1.142204	0.010129	Up
Tox	−1.21833	0.015176461	Down	1.414292	0.001254	Up
Rasgef1c	−1.2224	0.036363327	Down	1.405989	0.013403	Up
Mt3	−1.22738	0.007211092	Down	1.291177	0.005362	Up
Elovl7	−1.24473	0.016851444	Down	1.412536	0.009919	Up
Wnt2b	−1.26686	0.007582771	Down	1.527884	0.008061	Up
Tenm2	−1.27034	0.005050296	Down	1.05799	0.010664	Up
Mmp27	−1.27782	0.027735632	Down	1.191382	0.04508	Up

The table lists the top 30 of the results for mRNA with upregulation or downregulation in expression in three groups. HFD: high-fat diet; CON: control; RSV: resveratrol; lncRNA: long noncoding RNA.

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: Resveratrol Alleviates Skeletal Muscle Insulin Resistance by Downregulating Long Noncoding RNA
**Source:** Int J Endocrinol. 2022 Jan 19;2022:2539519. doi: 10.1155/2022/2539519
**Supplement:** Supplementary Materials — All differentially expressed lncRNAs and mRNAs in the control, HFD, and HFD + RSV groups are listed in Supplementary Tables S1 and S2.

# All\_differentially\_expressed\_lncRNAs\_in\_the\_\_control\_\_HFD\_\_and\_HFD+RSV\_groups

| lncRNA_id          | log2FC   | P-value  | updown (RHvs HD) | log2FC   | P-value  | updown (HD vs ND) |
|--------------------|----------|----------|------------------|----------|----------|-------------------|
| NONMMUT151772.1    | Inf      | 1.46E-15 | UP               | #NAME?   | 6.23E-05 | DOWN              |
| NONMMUT044149.2    | Inf      | 3.38E-14 | UP               | #NAME?   | 2.70E-05 | DOWN              |
| NONMMUT065156.2    | 6.653339 | 2.22E-10 | UP               | -7.17724 | 5.91E-41 | DOWN              |
| NONMMUT062734.2    | Inf      | 2.40E-10 | UP               | #NAME?   | 0.000222 | DOWN              |
| ENSMUST00000144591 | Inf      | 1.21E-09 | UP               | #NAME?   | 8.00E-06 | DOWN              |
| NONMMUT025210.2    | 3.501751 | 1.41E-09 | UP               | -1.86577 | 0.032229 | DOWN              |
| NONMMUT003237.2    | Inf      | 5.24E-08 | UP               | #NAME?   | 0.000933 | DOWN              |
| NONMMUT030788.2    | 3.386966 | 6.32E-08 | UP               | -2.07264 | 0.008364 | DOWN              |
| NONMMUT066321.2    | Inf      | 7.30E-08 | UP               | #NAME?   | 8.58E-05 | DOWN              |
| ENSMUST00000181045 | 4.111429 | 1.20E-07 | UP               | -3.57742 | 2.18E-05 | DOWN              |
| NONMMUT004498.2    | Inf      | 3.46E-07 | UP               | #NAME?   | 4.77E-05 | DOWN              |
| NONMMUT083064.1    | 3.578567 | 9.44E-07 | UP               | -2.18439 | 0.02567  | DOWN              |
| NONMMUT026869.2    | 7.485915 | 1.33E-06 | UP               | -8.33543 | 1.59E-11 | DOWN              |
| NONMMUT032162.2    | 3.252807 | 1.74E-06 | UP               | -2.75678 | 0.000975 | DOWN              |
| NONMMUT004497.2    | 3.18202  | 2.60E-06 | UP               | -3.0065  | 6.12E-06 | DOWN              |
| NONMMUT082610.1    | 3.500026 | 3.04E-06 | UP               | -2.722   | 0.004713 | DOWN              |
| ENSMUST00000134845 | Inf      | 3.64E-06 | UP               | #NAME?   | 0.000545 | DOWN              |
| NONMMUT008421.2    | 5.182219 | 4.44E-06 | UP               | -4.49533 | 0.000753 | DOWN              |
| NONMMUT141013.1    | Inf      | 6.55E-06 | UP               | #NAME?   | 0.013846 | DOWN              |
| NONMMUT042593.2    | Inf      | 6.80E-06 | UP               | #NAME?   | 0.000743 | DOWN              |
| NONMMUT095117.1    | Inf      | 7.08E-06 | UP               | #NAME?   | 5.61E-05 | DOWN              |
| NONMMUT087867.1    | Inf      | 1.18E-05 | UP               | #NAME?   | 0.000137 | DOWN              |
| NONMMUT152957.1    | Inf      | 1.37E-05 | UP               | #NAME?   | 0.002989 | DOWN              |
| NONMMUT082499.1    | Inf      | 1.46E-05 | UP               | #NAME?   | 0.001765 | DOWN              |
| ENSMUST00000182265 | Inf      | 1.48E-05 | UP               | #NAME?   | 7.48E-06 | DOWN              |
| NONMMUT145717.1    | 4.82329  | 1.67E-05 | UP               | -3.42996 | 0.003878 | DOWN              |
| NONMMUT103354.1    | Inf      | 2.27E-05 | UP               | #NAME?   | 3.05E-05 | DOWN              |
| NONMMUT128951.1    | 4.876355 | 2.89E-05 | UP               | -5.84502 | 2.88E-07 | DOWN              |
| NONMMUT145909.1    | 3.575655 | 3.04E-05 | UP               | -4.44549 | 6.50E-05 | DOWN              |
| ENSMUST00000142678 | Inf      | 3.32E-05 | UP               | #NAME?   | 0.028613 | DOWN              |
| ENSMUST00000161890 | 6.206952 | 7.53E-05 | UP               | -5.09606 | 0.013794 | DOWN              |
| NONMMUT071570.2    | 2.040383 | 7.76E-05 | UP               | -2.34278 | 1.52E-05 | DOWN              |
| NONMMUT143802.1    | 2.484837 | 0.000105 | UP               | -2.23912 | 0.000257 | DOWN              |
| NONMMUT024340.2    | 1.727535 | 0.000114 | UP               | -1.99805 | 6.44E-07 | DOWN              |
| ENSMUST00000180835 | Inf      | 0.000119 | UP               | #NAME?   | 0.037227 | DOWN              |
| NONMMUT152140.1    | 3.671173 | 0.000159 | UP               | -3.39081 | 0.005418 | DOWN              |
| NONMMUT041113.2    | Inf      | 0.000166 | UP               | #NAME?   | 0.000485 | DOWN              |
| NONMMUT015425.2    | Inf      | 0.000168 | UP               | #NAME?   | 2.28E-08 | DOWN              |
| MSTRG.8668.1       | 2.418835 | 0.0002   | UP               | -3.65006 | 8.30E-13 | DOWN              |
| NONMMUT051818.2    | 1.757541 | 0.000229 | UP               | -1.49982 | 0.00019  | DOWN              |
| NONMMUT098052.1    | Inf      | 0.000256 | UP               | #NAME?   | 6.31E-05 | DOWN              |
| NONMMUT033805.2    | Inf      | 0.000258 | UP               | #NAME?   | 4.09E-06 | DOWN              |
| NONMMUT117757.1    | 1.946318 | 0.000268 | UP               | -2.22036 | 0.000126 | DOWN              |
| NONMMUT039810.2    | Inf      | 0.000315 | UP               | #NAME?   | 0.024073 | DOWN              |
| ENSMUST00000063376 | Inf      | 0.000337 | UP               | #NAME?   | 0.000182 | DOWN              |
| ENSMUST00000181719 | Inf      | 0.000342 | UP               | #NAME?   | 0.00085  | DOWN              |

|                    |          |          |      |          |          |    |
|--------------------|----------|----------|------|----------|----------|----|
| NONMMUT030183.2    | #NAME?   | 0.035557 | DOWN | Inf      | 0.034423 | UP |
| NONMMUT050997.2    | #NAME?   | 0.035557 | DOWN | Inf      | 0.034429 | UP |
| NONMMUT145722.1    | -1.3091  | 0.035961 | DOWN | 1.422464 | 0.001891 | UP |
| ENSMUST00000139288 | -2.31306 | 0.036132 | DOWN | Inf      | 0.001452 | UP |
| NONMMUT151738.1    | -1.19464 | 0.036304 | DOWN | 1.292011 | 0.013875 | UP |
| NONMMUT140348.1    | #NAME?   | 0.036884 | DOWN | Inf      | 0.034806 | UP |
| NONMMUT139186.1    | -3.41217 | 0.037095 | DOWN | Inf      | 0.00063  | UP |
| NONMMUT114934.1    | -1.12399 | 0.038027 | DOWN | 1.994975 | 0.000116 | UP |
| NONMMUT113266.1    | -2.0502  | 0.039618 | DOWN | 2.373116 | 0.018741 | UP |
| ENSMUST00000132822 | #NAME?   | 0.039875 | DOWN | Inf      | 0.037187 | UP |
| ENSMUST00000127284 | -1.12785 | 0.041152 | DOWN | 1.625346 | 0.000105 | UP |
| NONMMUT043749.2    | #NAME?   | 0.041169 | DOWN | Inf      | 0.041351 | UP |
| NONMMUT013388.2    | -2.88632 | 0.041706 | DOWN | 4.198178 | 0.005498 | UP |
| NONMMUT013809.2    | #NAME?   | 0.041885 | DOWN | Inf      | 0.040987 | UP |
| ENSMUST00000217446 | -2.71213 | 0.042129 | DOWN | Inf      | 0.004796 | UP |
| NONMMUT106068.1    | -1.82906 | 0.042269 | DOWN | 1.1998   | 0.017972 | UP |
| NONMMUT076502.1    | #NAME?   | 0.042487 | DOWN | Inf      | 0.040355 | UP |
| NONMMUT030215.2    | #NAME?   | 0.042545 | DOWN | Inf      | 0.041568 | UP |
| NONMMUT153473.1    | #NAME?   | 0.042607 | DOWN | Inf      | 0.04032  | UP |
| NONMMUT124745.1    | -1.80603 | 0.042708 | DOWN | 1.788541 | 0.043498 | UP |
| NONMMUT102916.1    | -1.04486 | 0.043111 | DOWN | 1.022839 | 0.042276 | UP |
| NONMMUT069496.2    | -1.84807 | 0.043293 | DOWN | 4.834189 | 3.69E-24 | UP |
| NONMMUT027240.2    | #NAME?   | 0.04447  | DOWN | Inf      | 0.044343 | UP |
| NONMMUT083152.1    | #NAME?   | 0.044501 | DOWN | Inf      | 0.044315 | UP |
| ENSMUST00000181077 | -1.53888 | 0.04698  | DOWN | 1.860749 | 0.019802 | UP |
| ENSMUST00000180830 | -1.47821 | 0.047871 | DOWN | 1.811377 | 0.002511 | UP |
| NONMMUT073684.2    | -1.44185 | 0.048323 | DOWN | 3.80353  | 0.0002   | UP |
| NONMMUT129985.1    | #NAME?   | 0.048829 | DOWN | Inf      | 0.048369 | UP |
| ENSMUST00000152575 | -1.26917 | 0.04905  | DOWN | 1.568925 | 0.013839 | UP |
| NONMMUT046124.2    | -1.99169 | 0.049254 | DOWN | 2.668716 | 0.011762 | UP |
| NONMMUT093335.1    | -1.01537 | 0.049281 | DOWN | 1.609595 | 0.001844 | UP |
| NONMMUT074146.2    | -1.93989 | 0.049314 | DOWN | 2.071069 | 0.037101 | UP |
| ENSMUST00000188137 | -1.20997 | 0.049968 | DOWN | 1.025745 | 0.048669 | UP |

# Supplementary material for: Resveratrol Alleviates Skeletal Muscle Insulin Resistance by Downregulating Long Noncoding RNA
**Source:** Int J Endocrinol. 2022 Jan 19;2022:2539519. doi: 10.1155/2022/2539519
**Supplement:** Supplementary Materials — All differentially expressed lncRNAs and mRNAs in the control, HFD, and HFD + RSV groups are listed in Supplementary Tables S1 and S2.

# All\_differentially\_expressed\_mRNAs\_in\_the\_control\_HFD\_and\_HFD+RSV\_groups

|          |           |          |      |          |          |    |
|----------|-----------|----------|------|----------|----------|----|
| Gm16534  | -1.020263 | 0.00184  | DOWN | 1.13025  | 0.000428 | UP |
| Gm26876  | -3.113808 | 5.15E-07 | DOWN | 3.811306 | 7.03E-09 | UP |
| Gm26635  | -1.535233 | 0.040218 | DOWN | 1.857674 | 0.020349 | UP |
| Gm5253   | #NAME?    | 0.03077  | DOWN | Inf      | 0.029311 | UP |
| Gm18342  | #NAME?    | 0.043853 | DOWN | Inf      | 0.042123 | UP |
| Gm49347  | -2.793878 | 0.016914 | DOWN | 2.69398  | 0.016677 | UP |
| AY036118 | -2.083637 | 0.022577 | DOWN | 2.26368  | 0.014427 | UP |
| Gm9402   | -2.956266 | 0.046539 | DOWN | 2.633552 | 0.044306 | UP |
| Gm38534  | #NAME?    | 3.73E-05 | DOWN | 1.808615 | 0.012789 | UP |
| Gm49388  | -2.530209 | 0.044372 | DOWN | 6.06138  | 1.92E-10 | UP |
| Gm33543  | -1.305677 | 0.029604 | DOWN | 2.661545 | 2.23E-13 | UP |
| Gm47416  | -2.70776  | 0.041958 | DOWN | Inf      | 0.003844 | UP |
| Gm48719  | -1.435416 | 0.008835 | DOWN | 2.618363 | 1.87E-05 | UP |
| Gm33958  | #NAME?    | 0.017721 | DOWN | Inf      | 0.017255 | UP |
| Gm33489  | -1.522658 | 0.024864 | DOWN | 1.206656 | 0.042682 | UP |
| Gm47603  | -1.361788 | 0.007302 | DOWN | 2.39615  | 2.51E-05 | UP |
| Gm29676  | -3.861329 | 0.002862 | DOWN | 3.283294 | 0.005301 | UP |

How the deposited data were processed for this re-analysis (not part of the article)

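RNA from skeletal muscle of 16 mice was sequenced, with 4 mice in each of the control, HFD, and HFD + RSV groups and 4 HFD mice treated with metformin, a group that the paper does not report on. The comparisons of the paper used its 12 mice, and the metformin group was used only for the additional observations. Each mouse gave 1 library, so replicates are mice. According to the paper, ribosomal RNA was removed, paired-end libraries were sequenced on an Illumina NovaSeq, fragments were counted with StringTie, and counts were normalized by TMM before FPKM values were calculated.

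The authors deposited 2 tables, one of lncRNAs and one of mRNAs, each with expected counts per transcript and mouse. The authors also deposited an FPKM value beside each count. The counts were whole numbers without normalization, and their totals differed between mice. The deposited FPKM values were the counts divided by transcript length and by a library size within 0.01% of the total count of both tables, without a further scaling factor between mice. The aligner and annotation are not named in the paper's text. The coordinates of 99.1% of the lncRNA transcripts with Ensembl identifiers and of 97.8% of the mRNA transcripts equal those of GENCODE M21, so positions refer to GRCm38. In the mRNA table, 4 transcripts were split over 2 lines each and were joined. The table has 82388 transcripts with 23235 gene names.

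Differential expression was computed from the counts with edgeR 4.0.16 in R 4.3.3. Transcripts were filtered with filterByExpr by group (minimum count 10, minimum total count 15), library sizes were scaled by TMM within each table, and a quasi-likelihood model with robust estimation was fitted to the 12 mice of the paper in 1 fit. The comparisons with metformin came from a fit to all 16 mice. A transcript was called at an unadjusted P < 0.05 and an absolute log2FC above 1, and it was called reversed when it was called in opposite directions in the HFD group against the control group and in the treated group against the HFD group. Standard errors of log2FC were taken as its absolute value divided by the square root of the quasi-likelihood F. Single transcripts and scores were compared between groups with exact two-sided permutation tests of 4 mice against 4, whose smallest P is 0.0286. No paired analysis was possible because the mouse labels are not replicate numbers shared between groups. Where all libraries of a group had at most 3 counts, the fold change was computed against 3 counts and is given as a lower bound. Intervals and lower bounds cover counting error only.

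The lncRNAs and genes named in the text were chosen by a rule set before the data were examined. They are each lncRNA or gene that the paper names, the members of the marker sets, and up to 3 transcripts in each direction with the largest changes among those reversed at an adjusted P < 0.05 with groups that do not overlap. Only NONMMUT018494.2 and NONMMUT019242.2 met the last criterion. Cdc14a, Gsr, Mef2c, Pde4d, the transcripts of these genes, the genes listed for enriched pathways, and the transcripts of the other observations that were near 0 in a whole group were chosen after their values were seen. Socs1, Irs1, and Cav3 have 1 deposited transcript each and were read from the fit to transcripts. Akt1, Akt2, Gsk3b, and Slc2a4 have 8, 14, 4, and 8 transcripts and were read from the fit to counts summed per gene name.

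Enrichment used the GO and KEGG terms in the annotation columns of the mRNA table, with a one-sided Fisher's exact test for each term with at least 5 genes and Benjamini-Hochberg adjustment. The paper used the DAVID database, which was not used here. Of the paper's 338 reversed genes, 140 entered the GO tests and 70 the KEGG tests. Marker scores are the mean over a set of log2 CPM (prior count 2) centered per gene. Correlations between measures were computed after subtracting the group means, with 100000 permutations within groups, and marker scores were also exchanged between the mice of each group in all 13824 arrangements, a test added after seeing the data. Shares were compared with 10000 random lists of transcripts matched for expression in 20 bins. Random steps used the seed 1.

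Over both tables, total counts per mouse ranged from 20281801 to 34021101. At this depth, the precision of a log2FC was set mostly by the variation between mice, with a common coefficient of 0.382 for lncRNAs and 0.553 for mRNA transcripts. The rank correlation of lncRNA counts was 0.78 to 0.855 between mice of the same group and 0.773 to 0.857 between mice of different groups, and no 2 libraries were identical. The model was tested on simulated data in which 200 features changed at a log2FC of 2. At the unadjusted P, it recovered 88.5% of the changed lncRNAs in the HFD group against the control group, 80% of the mRNA transcripts, and 95% of the mRNA genes. With adjusted P-values, it recovered 70.5%, 36.5%, and 86.5% of them.

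The alternatives tried were Benjamini-Hochberg adjusted P-values, no threshold on the fold change, the log2 ratio of group means in place of the model's log2FC, the Wald test of DESeq2 1.42.0, median-of-ratios and upper-quartile scaling, no filter, a stricter filter (10 counts in at least 8 mice), fits to the compared groups only, a fit to all 16 mice, counts summed per gene name, a different pair of HFD mice in each comparison, and each mouse left out in turn. Library sizes taken from both tables together, enrichment with summed counts, and correlations over 16 mice in place of 12 or 12 in place of 16 were added after seeing the data. Calculations outside R used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1, and plots used matplotlib 3.10.9. The RT-qPCR, western blot, and cell experiments of the paper were not analysed here.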

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

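Of the tests in this part, those on brown fat content, on the exchange of scores between mice, and on the HFD group lying apart from the other groups were chosen only after the result was seen, and the rules that selected the results below were set before the data were examined.

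In 13 of 96 groups of 4 mice, 1 mouse lay far from the other 3 for a named lncRNA, gene, or marker score (Dixon's criterion at 95%), where chance gives about 1 in 20, or 4.8. For 5 of these, the values rest on few counts. NONMMUT128951.1 had 0.0136 FPKM in 1 HFD mouse and was at 0 in the other HFD mice, and ENSMUST00000181045 had 0.0989 FPKM in 1 HFD mouse and was at 0 in the others. NONMMUT145909.1 had 0.387 FPKM in 1 control mouse against 0.0343 to 0.0672 in the others, and 0.0378 FPKM in 1 HFD + RSV mouse against 0.0852 to 0.0904. NONMMUT139818.1 had 0.0999 FPKM in 1 metformin-treated mouse against 0.00988 to 0.0247. NONMMUT071570.2 had 0.441 FPKM in 1 control mouse against 2.15 to 2.26 in the others, and 0.417 FPKM in 1 HFD mouse against 0.318 to 0.333. The genes with summed counts differed less, with Akt1 at 18.4 FPKM in 1 HFD + RSV mouse against 16.5 to 16.7 and Gsk3b at 27.4 FPKM in 1 HFD mouse against 21 to 21.1. The immediate early score was 1.23 in 1 HFD + RSV mouse against -0.145 to 0.062. Within a group, the labels differ only in numbers whose meaning is not stated. No explanation tied to them was tested for these differences, and no technical test was made of them apart from those below.

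NONMMUT065156.2 had 0.0796 FPKM in 1 HFD + RSV mouse against 11.2 to 12.6 in the other 3, which placed this mouse with the HFD mice. The label of this mouse has a leading number that no other HFD + RSV mouse carries. This also holds for 1 more HFD + RSV mouse, which had 276 counts of NONMMUT065156.2. A metformin-treated mouse with the same leading number as the outlying mouse had 346 counts. The outlying HFD + RSV mouse also gave the Akt1 value above and a fast fibre score of 0.273 against -0.038 to 0.004. The lncRNA lies within an exon of Gsr, and the Gsr transcript ENSMUST00000033992 had 652 to 791 counts in the HFD mice and 328 to 553 in the control mice. Added up, the 2 transcripts gave 29.6 ± 3.61 CPM (SD, n = 4) in the control group, 25.9 ± 2.75 in the HFD group, 26.5 ± 2.45 in the HFD + RSV group, and 28.8 ± 5.04 in the metformin group, and the sum did not differ between the HFD and control groups (exact two-sided permutation test, P = 0.171). A candidate explanation for this lncRNA is that fragments of 1 exon were assigned to either transcript in different mice. A change in the lncRNA itself would need reads to be told apart from it.

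The brown fat score was -0.743 in 1 HFD mouse against -0.981 to -0.958 in the other HFD mice. Ucp1 had 60 to 10432 counts in the control mice, 6 to 23 in the HFD mice, 5 to 199 in the HFD + RSV mice, and 9 to 2128 in the metformin-treated mice, values that were singled out after they were seen. A share of brown fat that differs between muscle pieces could move many genes together. Within groups, the reversed transcripts followed the brown fat score less than random transcripts of the same expression did (percentile 0.16), and so did the reversed genes with summed counts (percentile 1.69). When the score was exchanged between the mice of each group in all 13824 arrangements, a test added after the values were seen, the link to the score was no stronger than in the others (exact one-sided permutation P = 0.677 for transcripts and 0.632 for summed genes, adjusted P = 0.677 for both over 10 tests). The score also did not return with RSV (difference from the HFD group 0.285, exact two-sided permutation P = 0.514, and -0.248, P = 0.629, by the median). These tests thus gave no sign of brown fat as the source of the reversals, although 12 mice do not exclude a small part. They do not cover the calls in the HFD group against the control group. There the score was lower in each HFD mouse (difference -2.548, exact two-sided permutation P = 0.0286). Whether brown fat in the control pieces lies behind part of those calls was not tested.

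The metformin-treated HFD mice are not reported on in the paper. Against the HFD group, 419 lncRNAs and 1346 mRNA transcripts were called in them. Of the 35 splits of these 8 mice into groups of 4, 6 gave as many lncRNAs and 12 gave as many mRNA transcripts, the real split included, so these numbers cannot be told apart from those of other splits. With metformin, 197 lncRNAs and 528 mRNA transcripts were reversed. Of 50 splits of the mice, the real one included, 1 gave as many reversed lncRNAs and 1 gave as many reversed mRNA transcripts. At an adjusted P < 0.05, no lncRNA was called in the metformin group against the HFD group, and 1223 had an unadjusted P < 0.05. NONMMUT044897.2 had a log2FC of -1.544 (standard error 0.374, adjusted P = 0.418 from edgeR) in the metformin group against the HFD group, and the 2 groups overlapped (exact two-sided permutation test, P = 0.0571). Socs1 had a log2FC of -2.121 (standard error 0.53, adjusted P = 0.808 from edgeR), and each metformin-treated mouse lay below each HFD mouse (exact two-sided permutation test, P = 0.0286).

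A reversal by both treatments is consistent with an effect shared by RSV and metformin, but also with HFD mice that differ from all other mice for another reason. If the HFD mice lay apart, the comparisons with them would give the most calls. Of the 3 comparisons with the HFD group, 1 gave more lncRNA calls than each comparison among the other groups (339 to 1045 calls against 316 to 593), and the same number held for mRNA transcripts (1195 to 2282 calls against 1173 to 1630). This test cannot settle the point, because the comparisons with the control group also hold the difference in diet. Among the groups on the high-fat diet, the HFD group gave 339 and 419 lncRNA calls against the treated groups, which gave 316 against each other, and 1195 and 1346 mRNA transcripts against 1173. Against the control group, it gave 1045 lncRNA calls and the treated groups 593 and 503, and 2282 mRNA transcripts against 1630 and 1322. The HFD group thus gave more calls in each of these comparisons, which were looked at after the numbers were seen and whose differences were not tested. Library size does not separate the HFD mice, as 0 of the 4 HFD mice had a total count outside the range of the other mice (exact two-sided permutation test, P = 0.514). All HFD mice share one leading number in their labels, and a cage or batch effect cannot be told apart from the diet in the comparison with the control group, nor from the treatments in the comparisons with the treated groups, where it could produce reversals by itself.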

How the results depend on the processing

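The alternatives were set before the data were examined, except for library sizes from both tables together, enrichment with summed counts, and the correlations over a different number of mice, which were chosen after seeing the data. In the lists below, numbers follow the order HFD against control, HFD + RSV against HFD, reversed by RSV, metformin against HFD, and reversed by metformin, and only numbers that moved more than 1.5 times are given for an alternative.

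For lncRNAs, these numbers were 974, 308, 149, 419, and 197. With adjusted P-values they became 283, 3, 2, 0, and 0, against 1223 lncRNAs at an unadjusted P < 0.05 for metformin. With no fold threshold they were 3216, 1132, 599, 1223, and 662, and with no filter 3536, 1913, 664, 2115, and 721. The stricter filter gave 166, 82, 246, and 122 for the last 4, and fits to the compared groups only gave 198, 92, 179, and 86. With a different pair of HFD mice in each comparison, the median number reversed was 49.5 for RSV and 41.5 for metformin. Leaving out each mouse in turn gave 310 to 468 lncRNAs for HFD + RSV against HFD, 364 to 735 for metformin against HFD, and 136 to 331 reversed by metformin.

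For mRNA transcripts, the numbers were 2137, 1058, 380, 1346, and 528. With adjusted P-values they became 66, 2, 0, 2, and 0, with no fold threshold 6203, 2230, 954, 2704, and 1201, and with no filter 4494, 2641, 875, 2956, and 1040. The stricter filter gave 671 for HFD + RSV against HFD and 226 reversed by RSV. Fits to the compared groups only gave 202 reversed by RSV, 841 for metformin against HFD, and 247 reversed by metformin. Counts summed per gene name gave 761, 162, 89, 271, and 160. With a different pair of HFD mice in each comparison, the median number reversed was 75 for RSV and 73 for metformin. Leaving out each mouse in turn gave 345 to 777 transcripts reversed by metformin. The cause of these changes was not tested.

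DESeq2, median-of-ratios scaling, upper-quartile scaling, the log2 ratio of group means, the fit to all 16 mice, and library sizes from both tables together kept each of these numbers within 1.5 times. The balance of directions was less stable, as 480 lncRNAs were higher and 494 lower in the HFD group against the control group with TMM, 523 and 451 with upper-quartile scaling, and 403 and 590 with library sizes from both tables.

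NONMMUT044897.2 was the highest of the 4 lncRNAs tested by RT-qPCR in 2 of 12 mice by FPKM and in 10 by CPM, which does not divide by length. Among reversed mRNAs, 3 GO terms were enriched at an adjusted P < 0.05, against 66 with the paper's reversed list, 14 with all annotated genes as background, and 0 with counts summed per gene name, where 408 terms had an unadjusted P < 0.05. The number of enriched KEGG pathways was 0 (7 at an unadjusted P < 0.05), and 7 with the paper's reversed list. The list of mRNAs reversed at an adjusted P was empty, so that alternative gave no enrichment.

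The log2FC of the named lncRNAs and genes was set beside 529 alternatives over 28 results, and 511 of these kept their sign and their side of the threshold. Adjusted P-values and the removal of the fold threshold changed the threshold only, so the log2FC was not recomputed there. With adjusted P-values, 11 results no longer passed the threshold. The 28 results include those of Irs1, Cav3, Akt1, Akt2, Gsk3b, and Slc2a4, which had not met the criteria and could not be lost. Of the results that had passed, only those of NONMMUT044897.2, NONMMUT005295.2, NONMMUT128951.1, NONMMUT139818.1, and NONMMUT065156.2 in the HFD group against the control group were kept. With no fold threshold, 1 more result, Irs1 in the HFD group against the control group, passed. The sign of some differences near 0 changed. Akt1 in the HFD + RSV group against the HFD group had a log2FC of -0.006 with library sizes from both tables and of -0.047 to 0.044 with each mouse left out, and Akt2 had a log2FC of -0.139 to 0.008 in the HFD group against the control group and of -0.012 to 0.102 in the HFD + RSV group against the HFD group with each mouse left out. In the HFD + RSV group against the HFD group, the brown fat score was 0.285 by the mean and -0.248 by the median. Of the other 23 marker scores, 1 lost and 1 gained an exact P < 0.05 with the median.

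NONMMUT145909.1 stayed below the filter on low counts and has no log2FC in the fit. The alternatives on pseudocounts of normalized values were not run because counts were used. Counts of 0 to 3 in all HFD mice limit the changes of NONMMUT128951.1, NONMMUT145909.1, and NONMMUT065156.2 to lower bounds.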

Differences from the paper's values

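For differentially expressed lncRNAs in the HFD group against the control group, the paper gives 3276 (1192 upregulated and 2084 downregulated), and the deposited counts gave 974 (480 upregulated and 494 downregulated). Of the alternatives set before the data were examined, no filter gave 3536 (1558 and 1978) and no fold threshold gave 3216 (1655 and 1561), and no other one fell within 1.5 times the paper's numbers. For the HFD + RSV group against the HFD group, the paper gives 1640 lncRNAs (921 upregulated and 719 downregulated) against 308 (167 and 141) here. No filter gave 1913 (1036 and 877), and no fold threshold gave 1132 in all and 547 downregulated, while its number of upregulated lncRNAs and the other alternatives did not come within 1.5 times. For reversed lncRNAs, the paper gives 629, with 270 first upregulated and 359 first downregulated, against 149, 58, and 91 here. No filter gave 664, 280, and 384, no fold threshold gave 599, 263, and 336, and none of the other alternatives set before the data were examined closed the gap.

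For mRNAs, the paper gives 314 upregulated in the HFD group against 699 transcripts here, and none of the alternatives set before the data were examined closed the gap. In the HFD + RSV group against the HFD group, the paper gives 604 mRNAs against 1058 transcripts here, where the stricter filter gave 671 and fits to the compared groups only gave 735, and no other alternative came within 1.5 times. The paper gives 160 downregulated mRNAs in this comparison against 494 here, and none of the alternatives closed the gap. For mRNAs first upregulated and then reversed, the paper gives 58 against 111 transcripts here, with 86 under the stricter filter and 71 with fits to the compared groups only, and no other alternative within 1.5 times.

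Of 12 log2FC values set beside the paper's Table 3 and Table 4, all 12 had the same sign and 2 differed by more than their error. For NONMMUT044897.2 in the HFD group against the control group, the paper's log2FC is 1.25, and the value here was 1.501. The difference was within the error with all 16 mice in 1 fit (1.509) and in 6 of the 8 fits that each left out 1 mouse (1.393 to 1.503), as well as with library sizes from both tables (1.439, chosen after seeing the data), but not with the other alternatives. For NONMMUT005295.2 in this comparison, the paper's log2FC is 1.45, and the value here was 1.688. The difference was within the error with all 16 mice (1.696), with DESeq2 (1.696), and in 4 of the 8 fits that each left out 1 mouse (1.585 to 1.654), as well as with library sizes from both tables (1.621, chosen after seeing the data), but not with the other alternatives. The log2 ratio of the group means of the deposited FPKM values, which was computed after seeing the values, was 1.250 for NONMMUT044897.2 and 1.450 for NONMMUT005295.2. It lay within 0.01 of the paper's log2FC for 100% of 878 lncRNA values in Supplementary Table S1, and for 30.1% of 428 mRNA values in Supplementary Table S2.

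The lists below were set beside the alternatives on thresholds, tests, scaling, filters, and groups, and not beside the fits that left out a mouse or used a different pair of HFD mice in each comparison. Of the 60 lncRNAs in Table 3, 58 are matched to the deposited table and 33 were called reversed here. Of the others, 16 were called without the filter, among them NONMMUT145909.1, 4 with DESeq2, 1 with all 16 mice, and 1 with library sizes from both tables, an alternative chosen after seeing the data, and 7 of the 60, those not matched included, were called under none of these. Of the 629 lncRNAs in Supplementary Table S1, 621 are matched and 132 were called here. Of the others, 282 were called without the filter, 24 with DESeq2, 22 with all 16 mice, 21 with no fold threshold, 17 with library sizes from both tables (chosen after seeing the data), 5 with fits to the compared groups only, and 1 with the log2 ratio of group means, and 168 of the 629, those not matched included, were called under none of these.

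Of the 60 genes in Table 4, 46 are matched by name to the deposited table and 12 were called with counts summed per gene name. Of the others, 8 were called without the filter, 6 with no fold threshold, 3 with fits to the compared groups only, 2 with all 16 mice, 1 with upper-quartile scaling, and 1 with the log2 ratio of group means, and 32 of the 60, those not matched included, under none of them. Of the 338 genes in Supplementary Table S2, 247 are matched and 65 were called with summed counts. Of the others, 52 were called without the filter, 28 with DESeq2, 25 with fits to the compared groups only, 17 with all 16 mice, 9 with no fold threshold, 3 with the stricter filter, 2 with upper-quartile scaling, 1 each with median-of-ratios scaling and the log2 ratio of group means, and 2 with library sizes from both tables (chosen after seeing the data). Of the 338, 178, those not matched included, were called under none of these. For transcripts, 10 genes of Table 4 had a called transcript, and of the others 6 had one without the filter and 1 each with no fold threshold and with all 16 mice. Of Supplementary Table S2, 49 genes had a called transcript, and of the others 47 had one without the filter, 16 with DESeq2, 12 with all 16 mice, 8 with fits to the compared groups only, 4 with no fold threshold, and 2 with the stricter filter.

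The paper states that NONMMUT044897.2 had a higher level than the other lncRNAs tested by RT-qPCR. By FPKM, NONMMUT005295.2 was higher in 10 of 12 mice, and by CPM NONMMUT044897.2 was the highest in 10 of 12. The paper names 15 GO terms as the most enriched, and of the 11 tested here 8 had an unadjusted P < 0.05 and 0 an adjusted P < 0.05. With the paper's own reversed list, 8 of them had an adjusted P < 0.05, and with all annotated genes as background, 2 had. Of its 5 KEGG pathways, 1 had an unadjusted P < 0.05 and 0 an adjusted P < 0.05, while with the paper's own list 5 had an unadjusted and 2 an adjusted P < 0.05. With counts summed per gene name, chosen after seeing the data, 4 of these pathways had an unadjusted P < 0.05. In Figure 4(h), the paired bases of Socs1 are drawn 1 base nearer to the stop codon than bases 192 to 198 of the untranslated region, where the annotation places them.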

Other observations

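The regroupings behind the paper's own numbers of calls, the test on Cdc14a, the repeats of the correlations over a different number of mice, and the exchange of marker scores between mice were chosen only after the result was seen, and the other tests in this part were set before it.

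The numbers of calls were compared with those from other splits of the same mice. In the HFD group against the control group, 1 of the 35 splits of 8 mice into groups of 4, the real one, gave as many lncRNAs (974, against 165 to 527 in the others), and 1 of 35 gave as many mRNA transcripts (2137, against 758 to 1462). In the HFD + RSV group against the HFD group, 1 of 35 splits gave as many lncRNAs (308, against 148 to 305), while 5 of 35 gave as many mRNA transcripts (1058, against 813 to 1188). Of 100 splits of the 12 mice into 3 groups, 7 gave as many reversed lncRNAs (149, against 31 to 206 in the others), and 9 gave as many reversed mRNA transcripts (380, against 185 to 523), the real split included. The number of reversed lncRNAs and mRNA transcripts can therefore not be told apart from that of other splits, although the numbers that differ between the HFD and control groups can, as can the number of lncRNAs that differ with RSV.

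Because the HFD mice enter both comparisons, their own scatter could produce reversals. Over all tested lncRNAs, the log2FC values of both comparisons had a correlation of -0.558 when the same HFD mice were used, and of -0.138 when a different pair of HFD mice entered each. For mRNA transcripts these were -0.514 and -0.078. These correlations are across transcripts, which are not independent replicates. With different HFD mice, 2 of 100 splits gave a correlation as low for lncRNAs and 2 of 100 for mRNA transcripts, the real split included, where the median over the splits was 0.017 and 0.007. With the same HFD mice, the median over the splits was -0.493 for lncRNAs and -0.491 for mRNA transcripts, and 11 and 31 of 100 splits gave a correlation as low as the real one. The use of the same HFD mice thus gives a large negative correlation by the median over the splits. It does not account for all of the opposite changes, since the correlation with different HFD mice was lower than in nearly all other splits.

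Counts that StringTie moved between overlapping transcripts are a candidate explanation for part of the reversals. Of the 149 reversed lncRNAs, 10 (6.71%) overlapped a transcript called in the opposite direction, against a median of 3.36% in random lists of lncRNAs of the same expression (percentile 97.7). Of the 344 genes with a reversed mRNA transcript, 51 (14.8%) were reversed once the transcripts of the gene were summed. For 218 of the 344, the summed gene kept the direction of its transcript in both comparisons, so most kept the direction although few were called. Among the 51, it was 14 of the 15 genes with a single transcript and 37 of the 329 with several. For NONMMUT018494.2, by contrast, the summed counts of the lncRNA and the 10 transcripts that overlap it were higher in each HFD mouse than in each control mouse (log2 ratio of means 2.182, exact two-sided permutation test, P = 0.0286), so a move of counts within the locus does not account for all of its rise. It could account for much of it, as the lncRNA alone rose by 6.726 and its share of the counts of itself and the Mef2c transcript ENSMUST00000163888 went from 1.54% to 6.12% in the control mice to 27.7% to 71.2% in the HFD mice. The sum of these 2 had a log2 ratio of means of 2.844 in the HFD group against the control group (exact two-sided permutation test, P = 0.0571) and of -3.291 in the HFD + RSV group against the HFD group (P = 0.0286). The overlapping transcripts of Mef2c without the lncRNA rose as well (3.389, exact permutation P = 0.0286) and fell with RSV (-3.747, P = 0.0286), so the counts of both went up and down. How fragments were divided between them cannot be told from these counts.

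Across both tables, 9 of 140633 transcripts had at most 3 counts in all mice of one of the HFD and control groups and at least 50 in all mice of the other. They were singled out after their values were seen. Together with the transcripts that overlap them, 5 of the 9 differed less than 2-fold between the groups, which is what a move of counts between overlapping transcripts would give. Of the 35 splits of these mice, 2 gave as many such transcripts, the real one included, against a median of 4 in the others, so their number may be chance.

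NONMMUT044897.2 lies mostly in introns of Cdc14a. The Cdc14a transcript ENSMUST00000199454, whose exon from 116403387 to 116405488 on chromosome 3 does not overlap the lncRNA, had 29 to 88 counts in the control mice, 55 to 161 in the HFD mice, and 20 to 76 in the HFD + RSV mice. Within groups, over the 16 mice, both followed each other (Pearson's r = 0.693, permutation P = 0.00479, adjusted P = 0.00718 over 3 relations, and Spearman's rho = 0.759, P = 0.00088). Without the 2 mice farthest from the median, r was 0.862. Over the paper's 12 mice, r was 0.848 (permutation P = 0.00664, adjusted P = 0.0133 over 6 relations, and Spearman's rho = 0.853, P = 0.00377, with r = 0.804 without 2 mice). The full-length protein-coding transcript ENSMUST00000090464, which overlaps the lncRNA, did not fall in the same way, with means of 374, 666, 551, and 691 counts in the control, HFD, HFD + RSV, and metformin groups, against 179, 456, 160, and 160 for NONMMUT044897.2. The Cdc14a transcript ENSMUST00000148857, annotated as one with a retained intron, also overlaps the lncRNA. Its means rose and fell as those of the lncRNA did, with 178, 303, 138, and 104 counts in the same groups. A candidate explanation for the change in NONMMUT044897.2 is RNA of its host gene that holds introns. The rise in the HFD group may be one of the whole gene, as ENSMUST00000090464 had 586 to 800 counts in the HFD mice and 239 to 490 in the control mice, while its means give no like fall with RSV or metformin. It had 463 to 715 counts in the HFD + RSV mice and 322 to 1330 in the metformin-treated mice. These counts were not scaled for library size, so the lack of a fall is not firm. Reads over the borders of the lncRNA would be needed to tell these explanations apart.

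Socs1 followed the mean of the other genes of a STAT5 response set (Socs2, Socs3, Cish, Bcl6, and Igf1) within groups over the 16 mice (Pearson's r = 0.780, permutation P = 0.00332, adjusted P = 0.00718, Spearman's rho = 0.762, P = 0.00709, and r = 0.722 without 2 mice). With counts summed per gene name, Socs3 had a log2FC of 1.432 and -1.482 and Cish of 2.306 and -2.536 in the HFD group against the control group and the HFD + RSV group against the HFD group. Igf1 moved the other way (-0.741 and 0.556), Socs2 had 0.483 and -0.801, and Bcl6 had 0.930 and -0.217. Socs1 may thus be part of a wider cytokine response. The paper injected some mice of each group with insulin shortly before tissue was collected. It does not state whether the sequenced mice were among them, so how far this bears on these values cannot be told. For the link that the paper proposes, Socs1 and NONMMUT044897.2 had r = 0.521 within groups over the paper's 12 mice (permutation P = 0.193, adjusted P = 0.193, Spearman's rho = 0.490, P = 0.162), and r was 0.221 without 2 mice. With the metformin mice, over 16 mice as for the other relations, r was 0.560 (permutation P = 0.0583, adjusted P = 0.0699 over 6 relations), Spearman's rho was 0.615 (P = 0.0337, adjusted P = 0.0426), and r was 0.643 without 2 mice. Over the paper's 12 mice, Socs1 and the other STAT5 response genes had r = 0.770 (permutation P = 0.0179, adjusted P = 0.0269, Spearman's rho = 0.741, P = 0.0355, and r = 0.721 without 2 mice). The link with the lncRNA is thus left open, since it passed by 1 of 2 measures with 16 mice and by neither with 12, and whether it is weaker than the relation to the STAT5 genes was not tested. No batch is named, the leading numbers of the mouse labels were not part of these tests, and group means were subtracted before each correlation.

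The content of other tissues in the muscle pieces was tested as a cause of the mRNA reversals. Within groups, the percentile of the reversed transcripts among random ones was 21.8 for the slow fibre score (44.3 for genes with summed counts) and 74.7 for the adipocyte score (0.55 for summed genes). For the Schwann and myelin score, the percentile was 76.9 for transcripts and 100 for summed genes, and for the blood score 93.6 and 100. With the scores exchanged between the mice of each group in all 13824 arrangements, which keeps genes that vary together as they are, the link of the summed genes was stronger than in most for the Schwann and myelin score (exact one-sided permutation P = 0.00333, adjusted P = 0.0333 over 10 tests) and the blood score (P = 0.00817, adjusted P = 0.0409). For the adipocyte score it was not (exact P = 0.649), nor for the slow fibre score (P = 0.458). For transcripts, the exact P was 0.0287 for the Schwann and myelin score (adjusted P = 0.0574), 0.0181 for the blood score (adjusted P = 0.0486), 0.0195 for the adipocyte score (adjusted P = 0.0486), and 0.343 for the slow fibre score. A different share of nerve, blood, or adipocytes in the pieces may therefore lie behind part of the reversals. At the adjusted P, this rests on the summed genes alone for nerve and on the transcripts alone for adipocytes. Genes of the muscle that are regulated together with these markers would give the same. None of 24 comparisons of marker scores passed at an adjusted P < 0.05, and the smallest adjusted P was 0.0857. This was nearly fixed by the design and decides little, because 4 mice against 4 allow no exact permutation P below 0.0286. An exact P < 0.05 was found in 8 comparisons, all at 0.0286. Among them, the Schwann and myelin score was lower in each HFD mouse than in each control mouse (difference -1.078, exact two-sided permutation P = 0.0286, and 0.0571 with the median over the set in place of the mean), the fast fibre score was higher (0.446), the brown fat score was lower (-2.548), and the blood score was higher in each HFD + RSV mouse than in each HFD mouse (0.809). The STAT5 score rose in the HFD group against the control group (1.077) and fell with RSV (-1.046) and metformin (-0.956). The slow fibre score had large differences with overlapping groups. They were -2.555 in the HFD group against the control group, 1.661 with RSV, and 1.430 with metformin (exact two-sided permutation P = 0.114, 0.143, and 0.114). In 1 control mouse the score was -2.310, against 1.640 to 2.732 in the others. The within-group tests above do not measure such a shift between groups, so fibre content is not excluded.

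Of the genes whose proteins the paper measured by western blot, Socs1 was called in both comparisons, while Akt1, Akt2, Gsk3b, and Slc2a4 (which encodes GLUT4) were called in neither. Irs1 and Cav3, which the paper names but did not measure as proteins, were not called either. Irs1 had 6.44 ± 1.1 FPKM (SD, n = 4) in the control group, 10.1 ± 1.79 in the HFD group, and 8.48 ± 2.29 in the HFD + RSV group, with a log2FC of 0.814 (standard error 0.191, adjusted P = 0.0897 from edgeR) and -0.315 (standard error 0.19). It was higher in each HFD mouse than in each control mouse (exact two-sided permutation test, P = 0.0286), but by less than 2-fold. In the HFD group against the control group, the log2FC was -0.120 (standard error 0.0841) for Akt1, -0.075 (standard error 0.0956) for Akt2, 0.203 (standard error 0.113) for Gsk3b, -0.127 (standard error 0.0925) for Slc2a4, and 0.249 (standard error 0.149) for Cav3. In the HFD + RSV group against the HFD group, these were 0.009, 0.036, -0.165, 0.087, and 0.095.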
